# The KRAB-zinc-finger protein ZFP708 mediates epigenetic repression at RMER19B retrotransposons

**DOI:** 10.1242/dev.170266

**Published:** 2019-07-10

**Authors:** Michelle K. Y. Seah, Yaju Wang, Pierre-Alexis Goy, Hui Mun Loh, Wen Jun Peh, Diana H. P. Low, Brenda Y. Han, Esther Wong, Ei Leen Leong, Gernot Wolf, Slim Mzoughi, Heike Wollmann, Todd S. Macfarlan, Ernesto Guccione, Daniel M. Messerschmidt

**Keywords:** KRAB-ZFP, ZFP708, Epigenetics, Inheritance, Reprogramming, DNA-methylation, Development, Trim28/Kap1, Maternal effect

## Abstract

Global epigenetic reprogramming is vital to purge germ cell-specific epigenetic features to establish the totipotent state of the embryo. This process transpires to be carefully regulated and is not an undirected, radical erasure of parental epigenomes. The TRIM28 complex has been shown to be crucial in embryonic epigenetic reprogramming by regionally opposing DNA demethylation to preserve vital parental information to be inherited from germline to soma. Yet the DNA-binding factors guiding this complex to specific targets are largely unknown. Here, we uncover and characterize a novel, maternally expressed, TRIM28-interacting KRAB zinc-finger protein: ZFP708. It recruits the repressive TRIM28 complex to RMER19B retrotransposons to evoke regional heterochromatin formation. ZFP708 binding to these hitherto unknown TRIM28 targets is DNA methylation and H3K9me3 independent. ZFP708 mutant mice are viable and fertile, yet embryos fail to inherit and maintain DNA methylation at ZFP708 target sites. This can result in activation of RMER19B-adjacent genes, while ectopic expression of ZFP708 results in transcriptional repression. Finally, we describe the evolutionary conservation of ZFP708 in mice and rats, which is linked to the conserved presence of the targeted RMER19B retrotransposons in these species.

## Abstract (precis)

**Summary:** Analysis of the function and targets of a maternal KRAB-zinc-finger protein, ZFP708, found to specifically mediate maintenance of DNA methylation at a subset of LTR retrotransposons during embryonic epigenetic reprogramming.

## INTRODUCTION

The inheritance of selective epigenetic information from germline to soma is crucial for organismal development. This epigenetic memory is remarkably maintained during the near-complete erasure of the germ cell epigenomes that establishes the totipotent embryonic state. The mechanisms mediating this resistance to reprogramming are far from understood. The ‘maintenance’ DNA methyltransferase DNMT1 is essential to this process, creating the paradox of DNMT1 requirement for DNA methylation maintenance while simultaneously enabling global demethylation (Cirio et al., 2008; Hirasawa et al., 2008; Kurihara et al., 2008). In the preimplantation embryo, this is achieved by specific targeting of DNMT1 to selected regions. For example, at genomic imprints, which are paradigmatic for epigenetic inheritance, DNMT1 is recruited directly or indirectly through TRIM28, which is in turn directed to specific genomic loci by the DNA-binding protein ZFP57 (Li et al., 2008; Messerschmidt et al., 2012; Quenneville et al., 2011). ZFP57 is a Krueppel-associated box (KRAB) domain zinc-finger protein (ZFP).

KRAB-ZFPs make up the largest subtype of C2H2-type zinc-finger transcription factors with over 300 genes encoded in the mouse genome (Emerson and Thomas, 2009; Kauzlaric et al., 2017). While mediating sequence-specific binding through their zinc-finger domains, their KRAB domain typically recruits TRIM28 and, in extension, heterochromatin-inducing factors such as histone methyltransferase SETDB1, the nucleosome remodeling and histone deacetylase (NuRD) complex, and DNA methyltransferases 3A, 3B and 1 (Ecco et al., 2017; Friedman et al., 1996; Quenneville et al., 2011; Schultz et al., 2002, 2001; Urrutia, 2003). It has been proposed that KRAB-ZFPs and their mode of action have, in the first instance, emerged in an evolutionary struggle to combat and/or tame endogenous retroviral elements (EREs) (Ecco et al., 2017; Jacobs et al., 2014; Thomas and Schneider, 2011; Wolf et al., 2015a). However, several lines of evidence suggest that KRAB-ZFPs may have evolved from mere ERE-repressing guardians of the genome to important developmental regulators, as shown for ZFP57 or ZFP568 (Li et al., 2008; Yang et al., 2017). KRAB-ZFP are indeed ideally positioned to regionally (through their DNA-binding specificity) modulate epigenetic states (through the effectors recruited by TRIM28). This is of particular importance during preimplantation development, where epigenetic marks, such as genomic imprints protected by ZFP57, are maintained despite global epigenetic reprogramming (Li et al., 2008; Messerschmidt et al., 2012; Quenneville et al., 2011). Here, TRIM28 function is crucial and its maternal deletion alone not only causes imprinting defects but a large range of developmental defects, including male-specific early embryonic lethality (Lorthongpanich et al., 2012; Messerschmidt et al., 2012; Sampath Kumar et al., 2017). Apart from the ZFP57-mediated imprint maintenance, it is not known how and to which regions maternal TRIM28 is targeted, but maternally expressed KRAB-ZFP proteins are likely candidates. Yet to date, apart from ZFP57, no other maternal KRAB-ZFP has been investigated in the context of embryonic epigenetic reprogramming. Here, we identify and study a previously uncharacterized KRAB-ZFP, ZFP708, which, based on its maternal expression, holds great promise for mediating oocyte-to-embryo-specific functions of the KRAB-ZFP/TRIM28 complex. Indeed, we show here that ZFP708 is needed to carry over DNA methylation at RMER19B LTR-retrotransposons from germline to soma, expanding our understanding of the KRAB-ZFP/TRIM28-protected heritable epigenome.

## RESULTS

### ZFP708 is a maternal TRIM28-interacting KRAB-zinc-finger protein

To shed light into the functions and targets of maternal TRIM28 during oocyte to embryo transition and early preimplantation development, we explored the expression patterns of potential TRIM28-interacting KRAB-ZFP transcription factors in mouse oocytes and at early embryonic stages. We identified *Zfp708* (also known as *Rslcan11*) as a candidate of interest in two independently published RNA-sequencing datasets exploring oocyte and preimplantation embryo transcriptomes (Wu et al., 2016; Xue et al., 2013). *Zfp708* is highly expressed in oocytes and zygotes, but RNA levels drastically decrease at the two-cell stage and remain low or undetectable in subsequent preimplantation stages, including the ICM of the blastocyst (Fig. 1A). We confirmed these observations using semi-quantitative RT-PCR (Fig. 1B). As opposed to the oocyte, where *Zfp708* is among the KRAB-ZFPs with highest relative expression, mouse ENCODE transcription data (Table S1) and other public datasets show low to no expression levels at later stages or adult tissues.

**Fig. 1.**
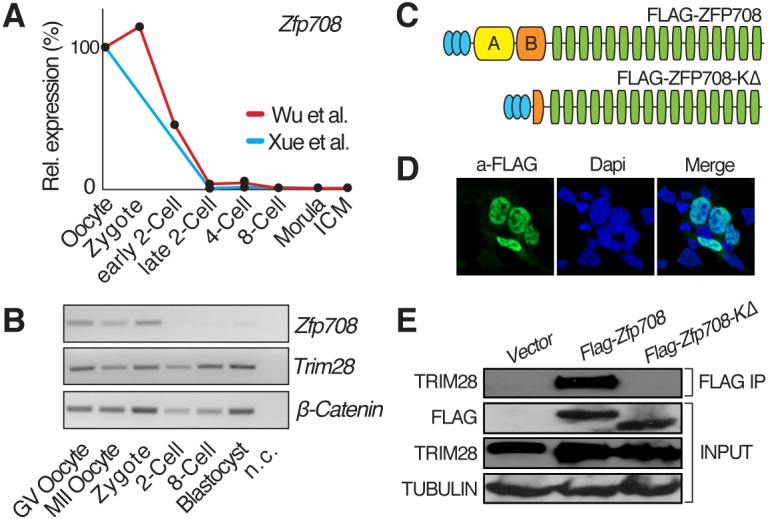
**ZFP708 is a maternal TRIM28-interacting KRAB-ZFP.** (A) ZFP708 expression across oocytes and preimplantation stages derived from two independent published RNA-seq data sets. RPKM values were normalized to β-actin and are shown relative to oocyte expression levels. (B) Semi-quantitative RT-PCR expression analysis across oocytes and embryos for *Zfp708*, *Trim28* and β-catenin (loading control) [GV, germinal vesicle; n.c., negative (water) control]. (C) Schematic illustration of cloned, FLAG-tagged ZFP708 variants (top, full-length ZFP708; bottom, KRAB-domain deleted ZFP708) (blue ovals, FLAG epitopes; yellow box, KRAB A-domain; orange box, KRAB B-domain or fragment thereof; green boxes, zinc fingers). (D) Immunofluorescence staining for FLAG-tagged ZFP708 overlapping with nuclear DAPI staining. (E) Co-immunoprecipitation of FLAG-tagged full-length and FLAG-tagged KRAB-deleted ZFP708 variants with TRIM28. As negative control, empty expression vector was transfected (Vector).

*Zfp708* is located on mouse chromosome 13 and is part of a typical KRAB-ZFP cluster containing at least 23 other family members, first described as *Rslcan* (regulator of sex-limitation candidate) genes (Krebs et al., 2009, 2005). It encodes a classical, well-conserved N-terminal KRAB domain consisting of a KRAB-A and a KRAB-B box followed by 16 predicted C2H2 zinc fingers (Fig. 1C and Fig. S1). The presence of intact C2H2 zinc-finger domains suggests DNA-binding potential; the KRAB-A box is a known docking platform for TRIM28.

We cloned the full-length *Zfp708* transcript corresponding to the annotated isoform A (NM_001012325.2) from ovary cDNA. We failed in several attempts to derive specific antibodies for ZFP708. This is a frequent problem owing to the repetitive nature of the zinc-finger arrays and high KRAB domain conservation in KRAB-ZFPs. We therefore introduced an N-terminal (3x) FLAG-tag for downstream analyses (Fig. S1A). Immunofluorescence staining of FLAG-ZFP708 in mouse embryonic stem cells (mESCs) revealed robust expression and clear nuclear localization (Fig. 1D). Co-immunoprecipitation of FLAG-ZFP708 with endogenous TRIM28 in FLAG-ZFP708-overexpressing (OE) mESCs confirmed the expected physical interaction between the two proteins. Predictably, this interaction is KRAB domain dependent, as removal of the whole KRAB-A and partial KRAB-B box from ZFP708 (FLAG-ZFP708-KΔ) (Fig. 1C and Fig. S1A and B) disrupts TRIM28 interaction (Fig. 1E). ZFP708 is therefore a *bona fide* maternal, TRIM28-interacting, KRAB-zinc-finger protein.

### Identification of ZFP708-binding sites

TRIM28 complex targeting through KRAB-ZFPs to specific sites crafts regional epigenetic changes or, during embryonic reprogramming, can preserve regional DNA methylation (Messerschmidt et al., 2014). We sought to identify ZFP708 target sites by ectopically expressing FLAG-ZFP708 in mESCs for chromatin immunoprecipitation followed by deep sequencing (ChIP-seq) (Fig. 2 and Figs S2-S4). The identified, high-confidence binding sites across three independent experiments showed a notable enrichment over long terminal repeat (LTR) EREs compared with the genome-wide distribution of these elements (Fig. 2A). More strikingly still, 93% of these LTR-underlying ZFP708 peaks (and more than half overall) were identified as ERVK family RMER19B elements (Fig. 2A) (Tables S2-S5). To validate our FLAG-tag KRAB-ZFP ChIP-seq approach, we compared the FLAG-ZFP708 targets with those of a published but unrelated FLAG-tagged KRAB-ZFP: ZFP809 (Wolf et al., 2015b). Although both transcription factors specifically bind to LTR retrotransposons, their actual binding sites and targeted ERE subfamilies do not overlap, arguing for the specificity of each factor and validity of the approach (Fig. 2B). In addition, we found similar binding specificity and substantial overlap of binding sites in an independent ChIP-seq approach using an HA-tagged version of ZFP708 (Fig. S2A-D).

**Fig. 2.**
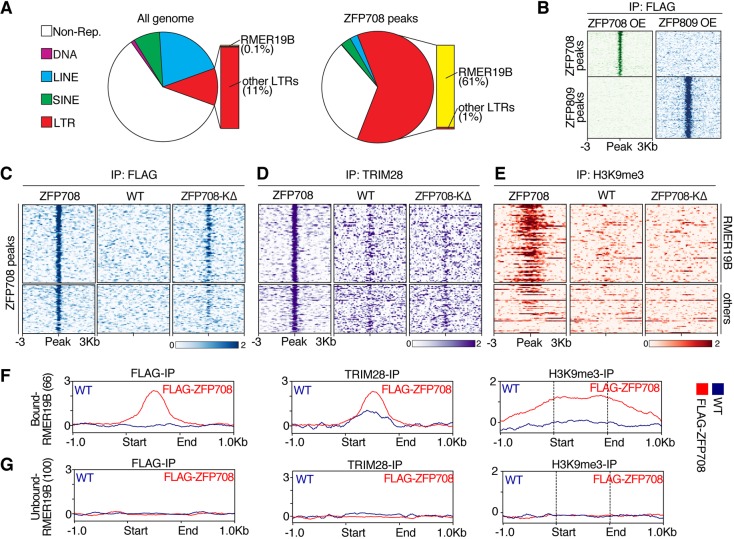
**ZFP708 binds to RMER19B elements of the ERVK family of LTR retrotransposons.** (A) Distribution of genomic features across whole-genome and FLAG-ZFP708 peaks. (B) Comparison of peaks identified by Flag-ChIP using FLAG-tagged ZFP708- or FLAG-tagged ZFP809-expressing (Wolf et al., 2015b) mESCs. (C-E) Heat maps of FLAG (C), TRIM28 (D) and H3K9me3 (E) enrichment at ZFP708 ChIP-seq peak regions in ZFP708-overexpressing mESCs (left), wild-type mESCs (middle) and ZFP708-KΔ-overexpressing mESCs (right). Peak summits are centered and 3 kb regions up- and downstream are displayed. (F,G) FLAG, TRIM28 and H3K9me3 enrichment at ZFP708-bound (F, *n*=66) and least-bound (G, *n*=100) RMER19B elements. EREs were fitted to 1 kb in length; additional 1 kb regions up- and downstream are displayed.

FLAG ChIP-seq on control (wild-type) mESCs showed no enrichment at the newly identified FLAG-ZFP708-binding sites (Fig. 2C). Instead, the KRAB domain-deleted ZFP708 variant (ZFP708-KΔ) still showed binding to these sites, albeit with reduced efficiency, indicating a zinc finger-dependent interaction of ZFP708 with RMER19B elements (Fig. 2C).

### Recruitment of TRIM28 and H3K9me3 to RMER19B elements by ZFP708

Detailed studies showing TRIM28 binding to and regulation of an extensive array of EREs in mESCs have not described RMER19B elements as TRIM28 targets to date (Castro-Diaz et al., 2014; Rowe et al., 2010). We re-examined five independently published mESC TRIM28 ChIP-seq datasets (Castro-Diaz et al., 2014; Quenneville et al., 2011; Riso et al., 2016; Rowe et al., 2010) and found only 0.3-0.8% of all peaks mapping to LTR retrotransposons belonging to the RMER19B family (Fig. S2E). We observed similar TRIM28 peak overlap frequency to RMER19B elements in our own ChIP-seq datasets from control or ZFP708-KΔ-overexpressing mESCs (0.4 and 0.3%, respectively) (Fig. S2E). In mESCs overexpressing intact ZFP708, however, the RMER19B overlap is increased to 2.5% of all LTR-overlapping TRIM28 peaks (Fig. S2E). Ectopically expressed ZFP708 allows for efficient recruitment of TRIM28 to all FLAG-ZFP708-bound sites, whereas peak overlap with TRIM28 in control and ZFP708-KΔ-overexpressing cells is minimal (Fig. 2D and Fig. S2F). Similarly, minimal overlap is found with the aforementioned five published TRIM28 ChIP-seq datasets (Fig. S2G,H), which is in line with the marginal expression of endogenous ZFP708 in mESCs. The recruitment of TRIM28 to ZFP708 sites in the ZFP708 overexpression ESCs correlates with a specific increase of H3K9me3, suggesting the recruitment of not just TRIM28 but the whole KRAB-ZFP/TRIM28 machinery (Fig. 2E). As for TRIM28 enrichment, no H3K9me3 accumulation was found at ZFP708-binding sites in our own control (non-ZFP708-expressing wild type) mESCs (Fig. 2E) or published datasets for SETDB1 and H3K9me3 ChIP in wild-type mESCs (Fig. S2H) (Dan et al., 2014; Yuan et al., 2009). Finally, although the KRAB domain-deleted ZFP708 variant still binds to its target regions, TRIM28 recruitment and H3K9me3 accumulation to ZFP708-binding sites in FLAG-ZFP708-KΔ-overexpressing mESCs is abolished (Fig. 2C-E).

Our stringent ZFP708-binding analysis, achieved by overlapping three replicate ChIP-seq datasets, may result in underestimation of the number of RMER19B elements bound. Indeed, enrichment analysis of the individual data supports this notion (Fig. S3A). Comparing the RMER19B elements bound in all three experiments (66) with the 100 RMER19B elements showing least enrichment we can, however, confirm the clear correlation of TRIM28 and H3K9me3 recruitment to bound elements versus unbound elements (Fig. 2F,G). Notably, H3K9me3 extends into the bound RMER19B element adjacent regions, as shown for numerous heterochromatic regions in mammalian genomes (Fig. 2F). As observed in the initial peak analysis, ZFP708 enrichment is specific to RMER19B and no substantial enrichment is found at closely related RMER19A, RMER19C and other, unrelated, retrotransposons (Fig. S3A-D).

### DNA methylation- and H3K9me3-independent binding of ZFP708 to RMER19B

As shown for ZFP57, KRAB-ZFP binding to target sites can be DNA methylation dependent (Liu et al., 2012; Messerschmidt et al., 2012; Quenneville et al., 2011). To test whether ZFP708 shows similar properties, we overexpressed FLAG-ZFP708 in mESCs lacking DNA methylation by virtue of a triple knockout of *Dnmt1*, *Dnmt3a* and *Dnmt3b* (DNMT TKO). ChIP-qPCR analysis of three prominent targeted RMER19B elements show that ZFP708 binding to DNA is evidently DNA methylation independent (Fig. S4B-D). Our findings further suggest that DNA binding of ZFP708 is independent of pre-existing H3K9me3 or TRIM28/SETDB1, which are absent at identified ZFP708 target sites in mESCs prior to ZFP708 overexpression (Fig. 2C,D and Fig. S2).

Thus, by ectopically expressing ZFP708 in mESCs, we were able to identify RMER19B elements as its likely targets in early embryos. Moreover, we were able to show the KRAB domain-dependent, functional recruitment of TRIM28 and H3K9me3 to these sites. ZFP708 binding is highly specific and independent of pre-existing H3K9me3 and DNA methylation.

### ZFP708 binding to RMER19B elements results in transcriptional repression

We used non-RMER19B-overlapping and RMER19B-overlapping peaks to independently predict a putative consensus-binding motif for ZFP708 (Tables S4, S5). The best prediction, found in 71% and 74% of sequences, respectively, revealed a strong motif, which was furthermore similar between both peak sets (Fig. 3A and Fig. S5A). Among the closely related RMER19A and RMER19C elements, this motif is specific to RMER19B (Fig. S5), presumably resulting in the exclusive targeting of these elements (Fig. S6). Using this predicted motif, we addressed ZFP708 binding in a locus-specific manner. To this end, we focused on an intronic RMER19B insertion at the *Uck2* gene locus on chromosome 1 (henceforth referred to as *Uck2-RMER19B*), for which ChIP-seq analysis revealed strong binding for ZFP708- and ZFP708-dependent TRIM28/H3K9me3 recruitment/enrichment (Fig. 3B and Fig. S5C). Using CRISPR/CAS9, we targeted the RMER19B-binding motif found at this site and identified a mESC clone carrying a homozygous 77 bp deletion, including the predicted binding site, hereafter named *Uck2-ΔRMER19B* (Fig. S5D,E). ChIP-qPCR confirmed strong enrichment of ZFP708 at the wild-type *Uck2-RMER19B* locus in FLAG-ZFP708 OE mESCs, as observed in our ChIP-seq findings. However, in *Uck2-ΔRMER19B*/FLAG-ZFP708 OE mESCs, this binding was significantly reduced (Fig. 3C and Fig. S5B). In addition, H3K9me3 enrichment was reduced significantly at the *Uck2-ΔRMER19B* locus compared with the non-targeted *Uck2-RMER19B* site (Fig. 3C). On the other hand, ZFP708 and H3K9me3 remained enriched and unchanged over another ZFP708-targeted, yet not mutated, RMER19B element (*Fmnl2-RMER19B*) (Fig. 3C).

**Fig. 3.**
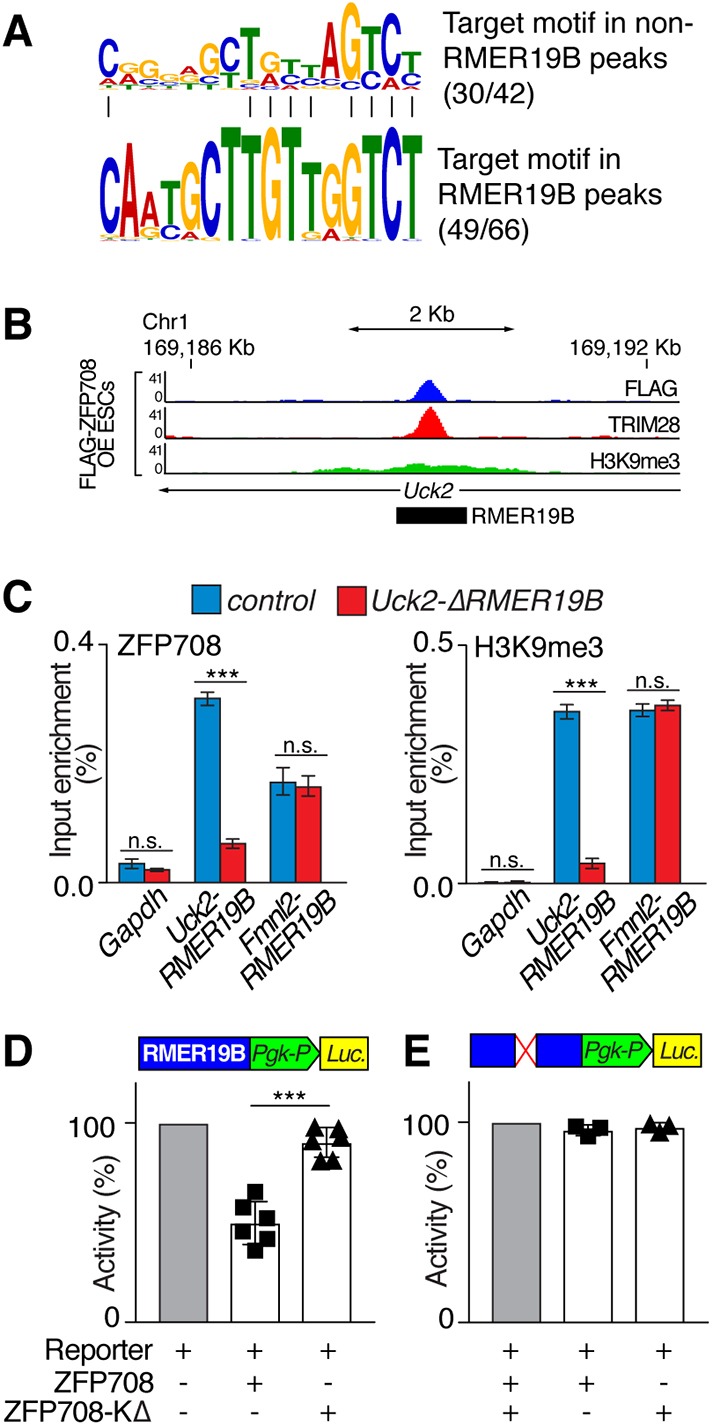
**ZFP708 binding to and effects on RMER19B elements.** (A) Predicted binding motifs using non-RMER19B and RMER19B peaks. (B) Genome browser view of ZFP708, TRIM28 and H3K9me3 enrichment in FLAG-ZFP708 OE ESCs at the *Uck2-RMER19B* locus. (C) ChIP-qPCR analysis of ZFP708 and H3K9me3 enrichment at two RMER19B elements in wild-type control (blue) and *Uck2-ΔRMER19B* (red) mESCs (*n*=3 technical replicates; one representative of *n*=3 independent experiments is shown). (D) Repressive effect of ZFP708 or ZFP708-KΔ on *Uck2-RMER19B* element in luciferase assay. Relative activity (%) compared with vector-only transfected controls of *n*=6 independent experiments is shown (48 h post-transfection). (E) Same experiment as shown in D using the ZFP708-binding site-deleted *Uck2-ΔRMER19B* element. Data are mean±s.d. of at least *n*=3 independent experiments. *P*-values were determined using an unpaired, two-tailed *t*-test: ***P<0.0005.

KRAB-ZFPs have been shown to act as repressors of ERE activity through the recruitment of TRIM28, SETDB1 and other complex components (Ecco et al., 2016; Wolf et al., 2015b). We cloned the full-length *Uck2-RMER19B* retrotransposon into a PGK promoter-driven luciferase construct to test the repressive activity of ZFP708 on this element. Co-transfection of the reporter with *Flag-Zfp708* resulted in significant reduction of luciferase activity, suggesting the ZFP708-mediated recruitment of the repressive TRIM28 machinery to the RMER19B element (Fig. 3D). Conversely, the co-transfection of the TRIM28-interaction incompetent *Flag-Zfp708-KΔ* construct did not result in relevant repression (Fig. 3D). Furthermore, neither FLAG-ZFP708 nor FLAG-ZFP708-KΔ had any effects on the CRISPR-induced ZFP708-binding site-deleted *Uck2-ΔRMER19B* in the luciferase assay (Fig. 3E).

### Epigenetic dynamics at RMER19B elements in early embryos

Global H3K9me3 dynamics have recently been described in preimplantation mouse embryos using ultra-low input ChIP-seq methods (Wang et al., 2018). This work shows that maternal and paternal H3K9me3 marks are extensively reprogrammed shortly after fertilization and a gain, particularly in LTR retrotransposons, is observable in the newly formed embryo. We mined the available data specifically for H3K9me3 dynamics at ZFP708-bound and -unbound RMER19B elements in germ cells and early embryos (Fig. 4 and Fig. S7). We first performed unsupervised K-means clustering of H3K9me3 domains at all RMER19B elements in zygotes into two groups: group 1 with high levels of H3K9me3; group 2 with low levels of H3K9me3. Out of the almost 6000 RMER19B insertions annotated in the mouse genome (mm9), only a small fraction showed H3K9me3 enrichment in zygotes (Fig. 4A). Notably, 85% of the ZFP708-bound RMER19B elements identified in our ZFP708 OE mESCs overlap with group 1 regions, suggesting a correlation of ZFP708 binding and H3K9me3 enrichment *in vivo*. We next focused on the ZFP708-bound RMER19B regions in more detail (Fig. 4B-D). No apparent H3K9me3 enrichment was found at ZFP708-bound RMER19B regions (where histones are detectable) in sperm. Similarly, in oocytes the H3K9me3 density is low at ZFP708-bound RMER19B elements. In zygotes, however, a prominent increase of H3K9me3 is found at these regions (Fig. 4B-D). This is in line with a general post-fertilization increase of H3K9me3 at LTR retrotransposons in the embryonic genome (Wang et al., 2018). Yet, in contrast to the majority of LTR elements that display a continuous increase of H3K9me3 throughout preimplantation development (Wang et al., 2018), the H3K9me3 levels on ZFP708-bound RMER19B elements peaked in the zygote and were decreased at subsequent stages (Fig. 4B,C and Fig. S7A-C). Remarkably, ZFP708-unbound RMER19B elements and ZFP708-bound non-RMER19B regions do not recapitulate these dynamics and show little to no H3K9me3 enrichment and changes throughout preimplantation development (Fig. S7D-G). In conclusion, ZFP708-bound RMER19B elements identified with our overexpression approach in mESCs gain H3K9me3 transiently post-fertilization, a dynamic correlation with the ZFP708 expression in the preimplantation embryo.

**Fig. 4.**
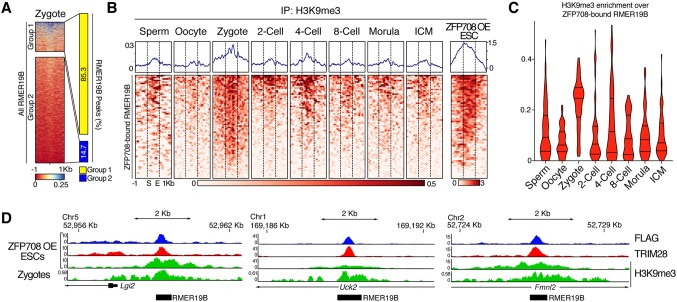
**H3K9me3 dynamics at ZFP708-bound RMER19B elements in preimplantation embryos.** (A) K-means clustering of H3K9me3 enrichment at RMER19B elements in mouse zygotes and ZFP708-bound RMER19B element distribution among resulting clusters. (B) Heat maps of H3K9me3 enrichment dynamics at ZFP708-bound RMER19B elements in sperm, oocytes and preimplantation embryos (Wang et al., 2018). EREs were fitted to 1 kb in length; additional 1 kb regions up- and downstream are displayed. (C) Violin plots quantifying the H3K9me3 enrichment across the ZFP708-bound RMER19B elements displayed in B, omitting the flanking regions. (D) Exemplary genome browser views of ZFP708-bound RMER19B insertions at the *Lgi2*, *Uck2* and *Fmnl2* gene loci showing FLAG-ZFP708, TRIM28 and H3K9me3 enrichment in ZFP708-overexpressing mESCs and H3K9me3 enrichment in wild-type zygotes (Wang et al., 2018).

### ZFP708 knockout mice are viable and fertile

We established *Zfp708* knockout mice using the CRISPR/CAS9 method targeting the KRAB-domain region to address ZFP708 function *in vivo*. We identified a heterozygous founder line with a four-nucleotide deletion producing a frame-shift mutation followed by an early translation termination site. The predicted resulting truncated protein lacks both KRAB and zinc-finger domains (Fig. 5A and Fig. S8A). Although qRT-PCR in mutant and control oocytes did not show nonsense-mediated decay (NMD) of *Zfp708* mRNA, cloning and sequencing of RT-PCR products confirmed the deletion of four nucleotides at the CRISPR target site as identified at the genomic level (Fig. 5B,C). Intercross of heterozygous *Zfp708^+/−^* mice gave rise to viable pups in expected mendelian ratios. The identified homozygous (*Zfp708*^−/−^) animals showed no overt physical abnormalities and displayed normal feeding and breeding behavior compared with control mice in our facility. Both male and female *Zfp708*^−/−^ animals are fertile.

**Fig. 5.**
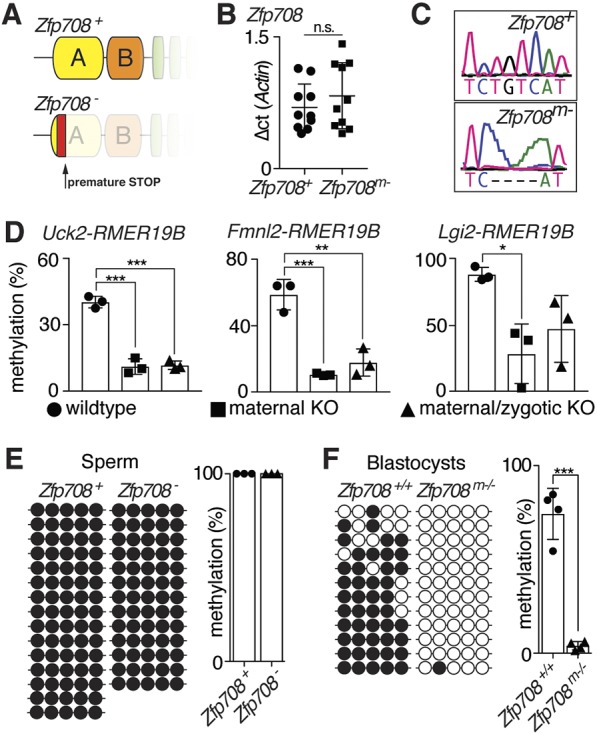
**ZFP708 maintains DNA methylation.** (A) Scheme of wild-type and predicted mutant ZFP708 protein. (B) qRT-PCR for *Zfp708* in wild-type and mutant GV oocytes. ΔCt for 10 embryos are plotted. (C) cDNA sequencing of CRISPR-targeted region shows four bp deletion in the mutant *Zfp708* allele. (D) DNA methylation levels at three ZFP708-bound RMER19B elements in mESCs derived from wild-type, maternal and maternal/zygotic *Zfp708* knockout blastocysts. Average DNA methylation (%) for *n*=3 independently isolated mESC lines for each genotype is shown. (E) DNA methylation state at *Uck2-*RMER19B in wild-type and mutant sperm. Shown is a representative wild-type and mutant sample, and the average DNA methylation (%) across *n*=3 biological replicates for each genotype (see Fig. S12). (F) DNA-methylation state of *Uck2-RMER19B* in wild-type and maternal mutant *Zfp708* blastocysts. Shown is a representative sample and the average DNA methylation (%) across *n*=4 samples for each genotype. Each circle represents a CpG site; white circle, unmethylated; black circle, methylated. Data are mean±s.d. *P*-values were determined using unpaired, two-tailed *t*-test are as follows: ***P<0.0005, **0.0005<*P*<0.005, *0.005<*P*<0.05.

### *Zfp708* knockout results in loss of DNA methylation *in vitro* and *in vivo*

It has been shown that KRAB-ZFP/TRIM28-mediated initial silencing through H3K9me3 in early embryos is epigenetically heritable through DNA methylation (Quenneville et al., 2012; Rowe et al., 2013; Wiznerowicz et al., 2007). ZFP57, TRIM28 and DNMT1, on the other hand, directly maintain DNA methylation of imprints in early embryonic stages (Lorthongpanich et al., 2013; Messerschmidt et al., 2012; Quenneville et al., 2011). Despite the lack of an evident phenotype in the *Zfp708* knockout, we turned to investigate the molecular, epigenetic consequences of *Zfp708* loss during early embryonic development. ZFP708 is not expressed in wild-type mESCs and ZFP708-targeted RMER19B elements are generally not H3K9me3 enriched (Fig. 2C-E). To address the impact of ZFP708 on DNA methylation, we chose three ZFP708/TRIM28-targeted RMER19B elements: *Uck2-RMER19B*, *Fmnl2-RMER19B* and *Lgi2-RMER19B* (Figs S9-S11). We then addressed their methylation state in mESC lines derived from control (*Zfp708^+/+^*), maternal-null (*Zfp708^mat−/+^*) and maternal/zygotic-null (*Zfp708^mat−/−^*) blastocysts under 2i conditions (see Fig. S8C for a detailed mating scheme). Despite the prevalent global hypomethylated state under 2i conditions, the examined ZFP708-targeted RMER19B sites retained notable levels of DNA methylation with 44±6.9%, 53.6±3.5% and 88±5.2%, respectively, at the three tested loci in control lines (Fig. 5D and Figs S9-S11). The *Oct4* promoter was found to be fully hypomethylated in all cell lines (Fig. S12A). Absence of maternal as well as maternal/zygotic ZFP708 in the embryos from which the mESCs were derived, consistently resulted in substantial hypomethylation across all three examined loci (14.8±4.6%/15.6±2.5%, 7.9±0.5%/13.3±6.11% and 28±22.44%/46.9±25.1% at *Uck2-RMER19B*, *Fmnl2-RMER19B* and *Lgi2-RMER19B*, respectively) (Fig. 5D and Figs S9-S11). In wild-type sperm, the *Uck2-RMER19B* locus is fully methylated and mutant-derived sperm show equally high methylation levels (Fig. 5E and Fig. S12C). In contrast to the global DNA demethylation in preimplantation embryos, elevated DNA methylation levels persist and are also found in control blastocysts (74.3±13.6%). Notably, however, lack of maternal ZFP708 results in a near-complete loss of DNA methylation at the *Uck2-RMER19B* in blastocysts (Fig. 5F and Fig. S12D). Hence, maternal ZFP708 is required for the maintenance of DNA methylation marks at its target sites in preimplantation embryos.

### The transcriptional impact of ZFP708 on RMER19B elements and neighboring genes

Loss of KRAB-ZFP/TRIM28-mediated repression can result in direct or indirect transcriptional activation of EREs (IAPs, VL30, etc.) and/or neighboring genes, respectively (Rowe et al., 2010; Wolf et al., 2015b). 

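RNA was sequenced from single germinal vesicle (GV) oocytes, single zygotes and single 2-cell embryos, from pools of 10 blastocysts and from mESCs, in 61 libraries. Wild-type (WT) samples were set beside knockout samples (KO), with 7 WT and 7 KO GV oocytes, 7 WT and 7 KO zygotes, 7 WT and 8 KO 2-cell embryos, 3 WT and 3 KO blastocyst pools, and 3 WT and 3 KO libraries of blastocyst-derived mESCs. E14 cells, a widely used mouse ESC line, overexpressing (OE) ZFP708 were compared with control E14 cells, 3 libraries each. By the paper's methods, cells given the tagged ZFP708 vector were transfected, selected with puromycin and sorted for GFP. The labels give the control cells as wild type, and the paper does not say whether the sequenced controls went through these steps. Such steps therefore cannot be told apart from ZFP708 here. By their labels, KO oocytes and embryos were maternal null, which in the paper's scheme means KO mothers and wild-type fathers, while KO mESCs were maternal and zygotic null. The KO allele carries a small deletion that shifts the reading frame, and the paper's qRT-PCR found no decay of the mutant transcript, so the level of *Zfp708* RNA does not check the KO labels. It does check the OE labels. The paper describes independently derived mESC lines for its methylation analysis and does not say whether the RNA-seq libraries of WT and KO mESCs came from them, and nothing says whether the E14 libraries came from separate cultures, so p-values in mESCs measure only the spread between these samples. The paper also does not say how many mothers or litters gave the sequenced oocytes and embryos. Their p-values likewise measure only the spread between these libraries, and litter or collection cannot be told apart from the KO.

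Libraries of oocytes, zygotes and 2-cell embryos were made by a full-length single-cell protocol with amplification of the cDNA and the Nextera XT kit. This kit does not mark strand, so in these libraries reads of a gene and of its antisense partner cannot be told apart. The methods give htseq-count with the option for reverse-stranded reads and do not say whether it was used for these libraries. If it was, reads on the other strand were left out or counted for antisense genes. The mESC libraries were directional libraries of poly(A)-selected RNA. The values used here rest on the reads counted in genes, which are fewer than the reads sequenced. In GV oocytes these numbered 3229275 to 4165668 in WT (median 3838268) and 2486334 to 4669017 in KO (median 3464208). Zygotes had 2878723 to 4094693 in WT (median 3208873) and 3515736 to 4844699 in KO (median 4092370). In 2-cell embryos they ranged from 2487874 to 2829921 in WT (median 2725075) and from 2750489 to 3191856 in KO (median 3018354). WT blastocyst pools had 12469548, 14961606 and 16969150 reads as lowest, middle and highest library, and KO pools had 15972687, 16572925 and 17263228. The same order gave 15746788, 16411329 and 16588819 for WT mESCs, 15272758, 16029971 and 19596785 for KO mESCs, 14848257, 16304533 and 16654314 for control E14 cells, and 13851179, 14573542 and 14644686 for OE cells.

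The authors aligned the reads to mm9 with STAR 2.4.2a, counted them per Ensembl gene with htseq-count and normalized the counts with DESeq2. The deposited values are these normalized counts, in which 1 read was worth 0.208 to 0.397 in oocytes, zygotes and 2-cell embryos and 0.0441 to 0.0728 in blastocysts and mESCs. Here log2(value + 1) was tested with limma, each comparison on its own libraries, over the genes with a value of at least 1 in as many libraries as the smaller group holds. Adjusted p-values follow Benjamini and Hochberg, with a threshold of 0.05. Fold changes are on the log2(value + 1) scale, which understates the change of genes with few reads.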

To assess potential transcriptional changes in RMER19B elements, we performed RNA-sequencing on GV oocytes, zygotes, two-cell stage embryos, blastocysts and mESCs derived from maternal/zygotic mutant blastocysts and mESCs overexpressing ZFP708 (Fig. 6).

**Fig. 6.**
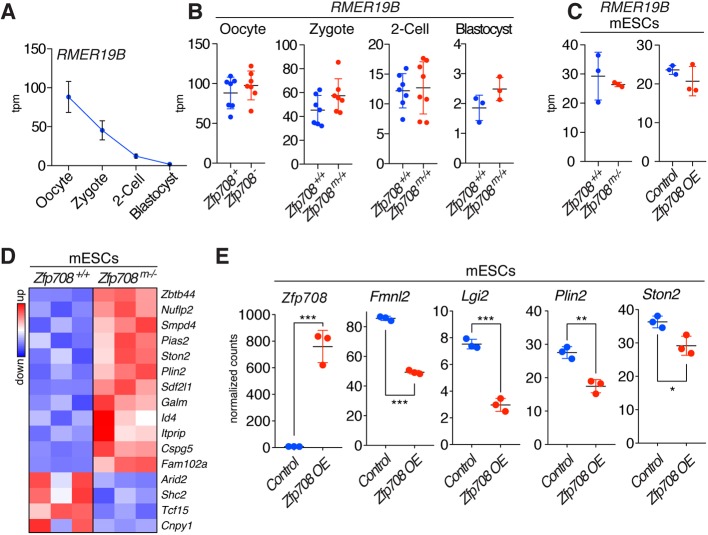
**ZFP708-dependent transcriptional effects in embryos and mESCs.** (A) RMER19B expression in oocytes, zygotes, two-cell embryos and blastocysts. (B) Differential expression of RMER19B in control and maternal knockout oocytes and embryos (zygotes, two-cell stage embryos and blastocysts). (C) RMER19B expression in maternal/zygotic blastocyst-derived and wild-type mESCs (left panel) and in FLAG-ZFP708 OE versus control mESCs (right panel). Data are mean±s.d.; expression changes are not significant (*P*>0.05; unpaired, two-tailed *t*-test). (D) Gene expression analysis in maternal/zygotic blastocyst-derived and wild-type mESCs. Significantly differentially expressed genes within 50 kb of the ZFP708-bound RMER19B elements are shown in a heat map (row z-score). (E) Selected differentially expressed genes in ZFP708 OE mESCs. *Zfp708* is highly overexpressed, ZFP708-bound RMER19B adjacent genes are significantly downregulated. Data are mean±s.d.; *P*-values were calculated using an unpaired, two-tailed *t*-test and are as follows: ***P<0.0005, **0.0005<*P*<0.005, *0.005<*P*<0.05. tpm, transcripts per million mapped reads.

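The OE cells carried 98.0 times the *Zfp708* RNA of control E14 cells, at 653.6 ± 107 against 6.67 ± 0.345 normalized counts (SD, n = 3 each). *Zfp708* lies on chromosome 13 of mm9 from 67170336 to 67198912 (Ensembl gene ENSMUSG00000058883), and its log2 fold change was 6.40 (standard error 0.11, adjusted p = 1.2e-08 from limma). All 4 genes beside ZFP708-bound RMER19B elements that the panel shows were lower in OE cells. The study selected them as differentially expressed in these samples, so their count is not independent evidence of their direction. *Fmnl2*, a formin that acts on the actin cytoskeleton, fell from 75.2 ± 1.23 to 42.4 ± 1.20 (log2 fold change -0.81, standard error 0.04, adjusted p = 5.24e-07). It lies on chromosome 2 from 52716894 to 52993236. *Lgi2*, on chromosome 5 from 52924758 to 52957542, fell from 6.62 ± 0.319 to 2.56 ± 0.403 (log2 fold change -1.10, standard error 0.12, adjusted p = 3.63e-05). *Plin2*, on chromosome 4 from 86294290 to 86315964, was at 24.2 ± 1.53 in control and 15.0 ± 1.67 in OE cells (log2 fold change -0.66, standard error 0.09, adjusted p = 0.000189). *Ston2*, an endocytic adaptor gene on chromosome 12 from 92876982 to 93026827, was at 31.9 ± 1.54 and 25.1 ± 2.59 (log2 fold change -0.34, standard error 0.08, adjusted p = 0.00464). With the control libraries averaged, OE libraries 1 and 2 averaged and the spread taken from all mESC groups, *Fmnl2* and *Plin2* stayed past the threshold, while *Lgi2* had an adjusted p of 0.152 and *Ston2* of 0.246 from limma. With the spread estimated over all 12 groups, none of the 4 passed (*Lgi2* adjusted p = 0.763 from limma). This setting gives every sample a shared spread, single 2-cell embryos included, where the median SD of a gene was 0.76 in KO (log2 scale). A call lost in mESCs under this setting may therefore come from the spread of embryos rather than of mESCs.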

In normal development, RMER19B expression is highest in GV oocytes and successively decreases after fertilization to very low levels at the blastocyst stage (Fig. 6A). Yet, overall expression levels are low in comparison with well-studied EREs found in oocytes and preimplantation stage embryos (e.g. MTAs or MERVLs) (Fig. S13A,B, Table S6) (Macfarlan et al., 2012; Peaston et al., 2004). The lack of maternal ZFP708 does not result in significant RMER19B expression changes in oocytes and embryos or in mESCs derived from mutant blastocysts (Fig. 6B,C). Finally, overexpression of ZFP708 in mESCs did not affect RMER19B expression levels either (Fig. 6C).

We next examined potential collateral expression effects on genes neighboring ZFP708-bound RMER19B elements (genes with transcription start sites up- or downstream within 50 kb of ChIP-seq peak; Table S7). 

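In mESCs derived from KO blastocysts, most genes that Fig. 6D names beside ZFP708-bound RMER19B elements were higher than in WT mESCs. *Zbtb44*, a zinc-finger gene on chromosome 9 of mm9 from 30838229 to 30883464, had 124.8 ± 4.49 normalized counts (SD, n = 3) in WT and 208.6 ± 9.66 (SD, n = 3) in KO mESCs. This is a log2 fold change of 0.74 (standard error 0.06, adjusted p = 0.0021 from limma). *Fam102a*, on chromosome 2 from 32390852 to 32425276, rose from 41.9 ± 1.36 to 75.1 ± 7.33 (log2 fold change 0.82, standard error 0.09, adjusted p = 0.00429 from limma). *Cspg5*, a neural proteoglycan gene with few reads here, rose from 0.608 ± 0.075 to 1.95 ± 0.288, and *Plin2*, which encodes a coat protein of lipid droplets, rose from 25.8 ± 0.882 to 33.7 ± 1.79. Of the 16 genes, *Itprip* was not analysed here. Of the other 15, 10 were higher, 1 was lower and 4 did not pass at an adjusted p under 0.05 from limma. The study chose these genes on these samples, so their count is not independent evidence of their direction. *Sdf2l1*, *Smpd4*, *Nufip2*, *Ston2*, *Pias2* and *Galm* were the other higher genes, with log2 fold changes from 0.29 for *Pias2* to 0.49 for *Ston2*. *Tcf15*, a transcription factor gene, fell from 7.48 ± 0.552 to 5.11 ± 0.296. The log2 fold changes that did not pass were -0.53 for *Arid2* (adjusted p = 0.0543 from limma), -0.66 for *Shc2* (0.0607), 0.63 for *Id4* (0.0811) and -0.76 for *Cnpy1* (0.154). On the recovered reads, edgeR called 12 of the 15, *Arid2* among them, and DESeq2 called all 15, 11 higher and 4 lower. *Zfp708* RNA itself was at 7.07 ± 0.0998 in WT and 8.59 ± 0.675 in KO mESCs (adjusted p = 0.168 from limma). Over all 11963 genes tested, 988 were higher and 670 lower in KO mESCs. That total of 1658 became 497, 4052 and 413 without WT libraries 1, 2 and 3, and 941, 237 and 257 without KO libraries 1, 2 and 3, and the calls among the 15 genes became 3, 14 and 2, and 8, 2 and 2, with *Zbtb44* and *Fam102a* called each time. KO libraries 2 and 3 were near-identical (mean chi-square per gene 1.72, against 11.1 and 12.8 for the other KO pairs). With the spread estimated over all 12 groups at once, 108 genes passed and none of the 15 did (adjusted p = 0.303 for *Zbtb44* from limma), whereas sample weights gave 5696 genes and all 15.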

In mESCs derived from maternal/zygotic mutant blastocysts, we found that of 16 genes showing significant expression changes, 12 are upregulated, as expected (Fig. 6D, Table S8). Conversely, we found that overexpression of ZFP708 in mESCs can negatively impact on ZFP708-bound RMER19B adjacent genes (Fig. 6E, Table S9). 

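In E14 cells overexpressing ZFP708, *Tbx3* and *Bmp4* were higher and *Dnmt3b*, *Igf2* and *Peg10* lower than in control cells. These differences cannot be told apart from effects of transfection, selection and sorting. *Tbx3*, a T-box transcription factor gene of naive pluripotency, rose from 15.4 ± 0.603 to 71.4 ± 3.64 normalized counts (SD, n = 3 each), and *Bmp4*, a secreted growth factor gene, from 12.0 ± 1.25 to 60.9 ± 3.83. *Dnmt3b*, a de novo DNA methyltransferase gene, fell from 507.0 ± 6.69 to 224.3 ± 4.55 (log2 fold change -1.17, adjusted p = 1.2e-08 from limma). The paternally expressed growth factor gene *Igf2* fell from 39.8 ± 2.40 to 5.96 ± 0.529, and *Peg10*, another imprinted gene, from 386.3 ± 7.06 to 185.7 ± 4.78.

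Of 22 pluripotency genes, 17 were higher and 4 lower at an adjusted p under 0.05 from limma (the same 17 and 4 when adjusted over the list alone), *Klf4*, *Klf5* and *Tcl1* being among the higher. The list stood above other genes (adjusted p = 1.74e-06 from limma's camera, adjusted p = 0.188 with an estimated correlation). Of 28 imprinted genes, 1 was higher and 18 were lower (1 and 18 adjusted over the list alone), among them *H19*, *Ndn* and *Nnat* (camera adjusted p = 0.000554, adjusted p = 0.276 with an estimated correlation). Of 19 KRAB zinc-finger genes listed for the Rsl cluster, a list without *Zfp708* itself, 12 were higher and none lower (12 adjusted over the list alone). The camera adjusted p was 0.00181, and the adjusted p = 0.276 with an estimated correlation. Their changes were small, such as *Zfp808* at 22.8 ± 0.591 against 30.8 ± 1.28. *Zfp808* lies on chromosome 13 from 62231276 to 62274779, away from *Zfp708* (67170336 to 67198912), so not all listed genes are close neighbours of *Zfp708*. Of 12 feeder fibroblast markers, 9 were lower and none higher (9 adjusted over the list alone), with *Tagln*, a smooth muscle actin-binding protein gene, falling from 74.0 ± 2.45 to 6.62 ± 5.32 (camera adjusted p = 0.00183, adjusted p = 0.276 with an estimated correlation). Of 13 genes of primed pluripotency and early lineages, 2 were higher and 6 lower (2 and 6 adjusted over the list alone, camera adjusted p = 0.327), with *Otx2* at 67.8 ± 1.29 in control and 19.2 ± 5.01 in OE cells. The TRIM28 and heterochromatin machinery had 10 higher and 13 lower of 32 members (10 and 13 adjusted over the list alone, camera adjusted p = 0.908), with *Zfp57* rising from 139.4 ± 2.35 to 299.1 ± 18.1. Primitive endoderm genes had 5 higher and 5 lower of 11 (camera adjusted p = 0.819), methylation-sensitive germline genes 5 higher and 6 lower of 17 (0.819), p53 and stress response genes 2 higher and 7 lower of 25 (2 and 6 adjusted over the list alone, 0.819), and genes of 2-cell zygotic activation 1 lower of 4 (*Snai1*, 0.963). Of the 15 genes of Fig. 6D analysed, 6 were higher (*Cnpy1*, *Cspg5*, *Galm*, *Sdf2l1*, *Tcf15* and *Zbtb44*) and 5 were lower (*Arid2*, *Pias2*, *Plin2*, *Shc2* and *Ston2*) in OE cells, of which 2 (*Cspg5* and *Plin2*) passed with near-identical libraries averaged as described below and 0 with the spread estimated over all 12 groups. Over all 12257 genes tested, 2680 were higher and 3441 lower, a split that quantile normalization turned to 3503 higher and 2971 lower. The 3 control libraries differed from each other by little more than the counting noise (mean chi-square per gene 1.08 to 1.13). OE libraries 1 and 2 were at 1.26, against 7.72 and 7.90 for the other OE pairs, KO mESC libraries 2 and 3 at 1.72 (other pairs 11.1 and 12.8) and WT mESC libraries 1 and 3 at 3.29 (other pairs 35.2 and 35.6). With the control libraries averaged as 1 sample, OE libraries 1 and 2 averaged as 1 sample and the spread taken from all mESC groups, a setting chosen after seeing the data, 166 genes were higher and 380 lower (*Dnmt3b* adjusted p = 0.121, *Igf2* 0.0832), and 210 genes passed with the spread estimated over all 12 groups. Of the lists above, the pluripotency genes then had 7 higher and none lower with libraries averaged and 1 higher over all 12 groups, the imprinted genes none and 4 lower, the Rsl cluster genes none and none, and the feeder fibroblast markers 4 and 3 lower.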

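The genes of Fig. 6D were also measured in oocytes and embryos, where they were expressed at other levels than in mESCs. *Plin2* was at 13.0 ± 3.90 normalized counts (SD, n = 7) in WT GV oocytes, 2.35 ± 1.32 (SD, n = 7) in WT zygotes and 446.3 ± 18.0 (SD, n = 3) in WT blastocysts. *Ston2* was at 114.9 ± 12.5 (SD, n = 7) in WT GV oocytes and 2.85 ± 0.576 (SD, n = 3) in WT blastocysts. In KO mESCs the median absolute log2 fold change of the 15 genes was 0.49, with a median standard error of 0.10. It was 0.39 over 12 genes tested in GV oocytes (median standard error 0.17), 0.29 over 12 in zygotes (0.21), 0.39 over 13 in 2-cell embryos (0.34) and 0.04 over 13 in blastocysts (0.13). The fold change had the same sign as in KO mESCs for 7 of 12 genes in GV oocytes, 9 of 12 in zygotes, 5 of 13 in 2-cell embryos and 6 of 13 in blastocysts. *Zbtb44* had log2 fold changes of -0.40 in GV oocytes, 0.28 in zygotes, -0.44 in 2-cell embryos and -0.06 in blastocysts, none past the threshold. *Sdf2l1*, which encodes a chaperone of the endoplasmic reticulum, fell in KO zygotes from 35.0 ± 7.92 to 21.0 ± 8.31 (SD, n = 7 each, log2 fold change -0.78, adjusted p = 0.02 from limma), and was the only gene of the panel called in zygotes with all libraries weighted equally. Its adjusted p was 0.0515 without WT zygote library 6. *Arid2* (log2 fold change -0.42, adjusted p = 0.0848 from limma) was called lower with sample weights (adjusted p = 0.0234), without WT zygote library 5 (0.0368) and without KO zygote library 1 (0.0148). In 2-cell embryos and blastocysts, limma, edgeR and DESeq2 called 0 of the 13 genes, and 0 had an unadjusted p under 0.05. With the spread estimated over all 12 groups, limma called *Fam102a*, *Sdf2l1* and *Zbtb44* lower in 2-cell embryos. Whether the fold changes of mESCs, which lack ZFP708 of both parents, differ from those of embryos of KO mothers was not tested.

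**Figure D1:**
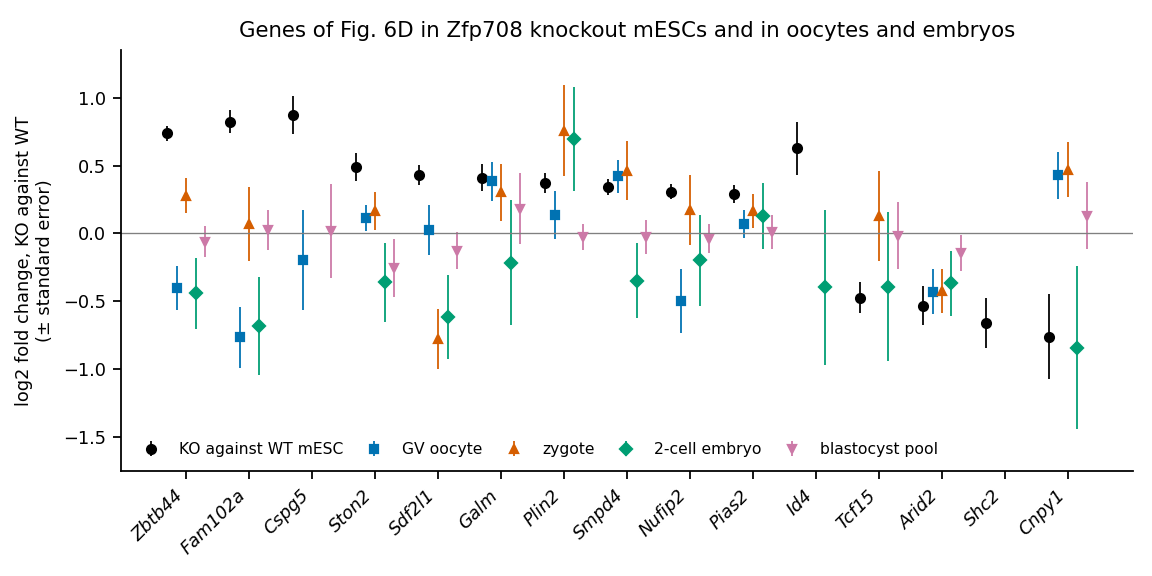
Log2 fold change of KO against WT (vertical axis, log2 of normalized counts + 1) for 15 genes of Fig. 6D in mESCs, GV oocytes, zygotes, 2-cell embryos and blastocyst pools. Symbols give the estimate from limma and bars its standard error, and *Zbtb44* stands at 0.74 in mESCs and between -0.44 and 0.28 in the other samples.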

*In vivo*, these transcriptional changes were less pronounced and variable across individual embryos (Tables S10-S13). No significant deregulation was detected among the genes in blastocysts and GV oocytes. 

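In GV oocytes lacking ZFP708, *Ccnd2* and *Cul3* were among the genes that fell and *Cebpb* among those that rose. *Ccnd2*, which encodes cyclin D2, fell from 69.9 ± 36.9 to 15.4 ± 5.82 normalized counts (SD, n = 7 each, log2 fold change -1.99, standard error 0.29, adjusted p = 0.00309 from limma). *Cul3*, a scaffold of ubiquitin ligases, fell from 48.6 ± 16.7 to 21.4 ± 2.90, and *Cebpb*, a transcription factor gene, rose from 12.1 ± 4.43 to 33.8 ± 11.6. Of the TRIM28 and heterochromatin machinery, 1 of 30 members was higher and 2 were lower (2 and 3 adjusted over the list alone, camera adjusted p = 0.586). *Dnmt1*, the maintenance DNA methyltransferase, fell from 1771 ± 474 to 1164 ± 152 (log2 fold change -0.57, adjusted p = 0.0251 from limma), *Chd4* had a log2 fold change of -0.59 and *Hdac2* one of 0.48. Each of these 3 lost its call without some library, with adjusted p-values from limma of up to 0.0604 for *Dnmt1* (WT libraries 1 and 3 and KO libraries 3, 4, 6 and 7), 0.101 for *Chd4* (WT libraries 1, 3 and 4 and each KO library) and 0.0542 for *Hdac2* (WT library 3 and KO libraries 4 and 6). Of 20 p53 and stress response genes 1 was higher, *Dnajb1* (2 adjusted over the list alone, camera adjusted p = 0.819), and it lost its call without WT library 3 or 4 or KO library 3. None of 34 maternal oocyte transcripts, 12 Rsl cluster genes or 8 cumulus and granulosa markers passed in limma, where 7, 0 and 1 had an unadjusted p under 0.05. edgeR called 0, 0 and 0 of them and DESeq2 2, 0 and 0 (camera adjusted p = 0.0932, 0.131 and 0.812). Of the peak-adjacent genes named in the paper, none passed in GV oocytes in limma. Among the 12 genes of Fig. 6D tested, 7 had an unadjusted p under 0.05, and edgeR and DESeq2 each called 2, *Smpd4* (limma log2 fold change 0.42, adjusted p = 0.0569) and *Fam102a* (-0.77, adjusted p = 0.0562). *Zfp708* was at 79.7 ± 28.0 in WT and 97.7 ± 15.4 in KO oocytes (adjusted p = 0.251 from limma). Over the 11775 genes tested, 170 were higher and 259 lower, and 2663 had an unadjusted p under 0.05 in limma. The total of 429 became 189, 172, 175, 781, 728 and 776 without WT libraries 1, 3, 4, 5, 6 and 7, and 237, 272, 175, 152, 253, 161 and 179 without KO libraries 1 to 7, and *Smpd4* or *Fam102a* passed without WT library 5, 6 or 7 or KO library 5, *Fmnl2* without WT library 2, 5 or 7, and *Fam120a* without WT library 2. With the spread estimated over all 12 groups, 63 genes passed and the call of *Ccnd2* ended (adjusted p = 0.146 from limma).

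In blastocysts, 1 of 11295 genes passed in limma. *Wdfy1*, which encodes an endosomal adaptor of Toll-like receptor signalling and lies on chromosome 1 from 79698837 to 79772718, rose 2.83-fold, from 23.7 ± 1.21 in WT to 66.9 ± 8.56 in KO pools (SD, n = 3 each, log2 fold change 1.46, standard error 0.12, adjusted p = 0.0341 from limma). Without any 1 of the 6 libraries its adjusted p lay between 0.0602 (without WT library 2) and 0.584 (without WT library 1) in limma. At an unadjusted p under 0.05 there were 173 genes, while edgeR called 1 gene and DESeq2 3. Trophectoderm genes (0 of 20, camera adjusted p = 0.0753), pluripotency genes (0 of 21, 0.819), primitive endoderm genes (0 of 14, 0.773), imprinted genes (0 of 24, 0.854), germline genes (0 of 16, 0.896), the TRIM28 machinery (0 of 32, 0.334), Rsl cluster genes (0 of 18, 0.118) and p53 and stress response genes (0 of 22, 0.0753) had no member past the threshold in limma, edgeR or DESeq2. At an unadjusted p under 0.05 from limma these lists had 1, 0, 2, 1, 0, 0, 0 and 2 members. *Zfp708* was at 4.50 ± 1.27 in WT and 6.29 ± 1.67 in KO pools.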

In zygotes, of five significantly regulated peak-adjacent genes, two showed mildly increased expression (including *Uck2*; Fig. S13C). 

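In zygotes of KO mothers, *Mos*, *March7* and *Lbr* were among the genes that fell and *Arg2* and *Car9* among those that rose. *Mos*, the kinase that holds the egg at metaphase of meiosis II, fell 13.8-fold, from 1281 ± 164 to 93.0 ± 44.3 normalized counts (SD, n = 7 each, log2 fold change -3.87, standard error 0.18, adjusted p = 5.49e-13 from limma). *March7*, a ubiquitin ligase gene, fell from 827.4 ± 122 to 114.0 ± 34.8, and *Lbr*, the lamin B receptor, from 443.2 ± 48.4 to 96.7 ± 25.7. *Arg2*, which encodes mitochondrial arginase, rose from 58.4 ± 12.2 to 233.1 ± 60.3, and *Car9*, a carbonic anhydrase gene, from 16.1 ± 3.78 to 101.2 ± 39.1.

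Of 34 maternal oocyte transcripts, 5 were lower and none higher at an adjusted p under 0.05 from limma (5 adjusted over the list alone, camera adjusted p = 0.327). Besides *Mos* these were *Gdf9* (5933 ± 414 against 3041 ± 1099), *H1foo*, *Zar1* and *Padi6*. The list's median log2 fold change was 0.0125, and the share called was similar to that of all genes tested, 1628 of 11168. Of the TRIM28 and heterochromatin machinery, 2 of 30 members were higher and 2 lower (2 and 2 adjusted over the list alone, camera adjusted p = 0.519). *Trim28* itself fell from 229.9 ± 70.3 to 127.5 ± 34.7, the histone methyltransferase gene *Suv39h1* rose from 27.5 ± 13.9 to 68.5 ± 8.43, the imprint regulator *Zfp57* rose from 1711 ± 332 to 2939 ± 460, and *Tet3* had a log2 fold change of -0.38 whose call was lost without WT library 1, 2, 6 or 7 or KO library 2, 3 or 5 (adjusted p up to 0.0721 from limma). Of 17 p53 and stress response genes 1 was higher and 1 lower (*Ddit3* and *Hspa5*, camera adjusted p = 0.582), and *Arg2* was the 1 member higher of 7 genes of 2-cell zygotic activation (camera adjusted p = 0.314). None of 12 Rsl cluster genes (*Zfp708* not counted) and none of 5 cumulus and granulosa markers passed in limma, with 3 and 0 at an unadjusted p under 0.05, 0 and 0 called by edgeR and 1 and 0 by DESeq2 (camera adjusted p = 0.516 and 0.819). The peak-adjacent gene *Uck2*, a uridine-cytidine kinase gene on chromosome 1 from 169156221 to 169215258, rose 1.93-fold, from 29.2 ± 5.25 to 56.4 ± 14.6 (log2 fold change 0.91, standard error 0.17, adjusted p = 0.000844 from limma). *Zfp708* RNA was at 119.6 ± 41.6 in WT and 205.9 ± 51.7 in KO zygotes (log2 fold change 0.81, adjusted p = 0.00393 from limma). Over the 11168 genes tested, 915 were higher and 713 lower, and 3189 had an unadjusted p under 0.05 in limma. With the spread estimated over all 12 groups, 963 genes passed, *Uck2* among them (adjusted p = 0.0212) and *Zfp708* not (adjusted p = 0.439).

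**Figure D2:**
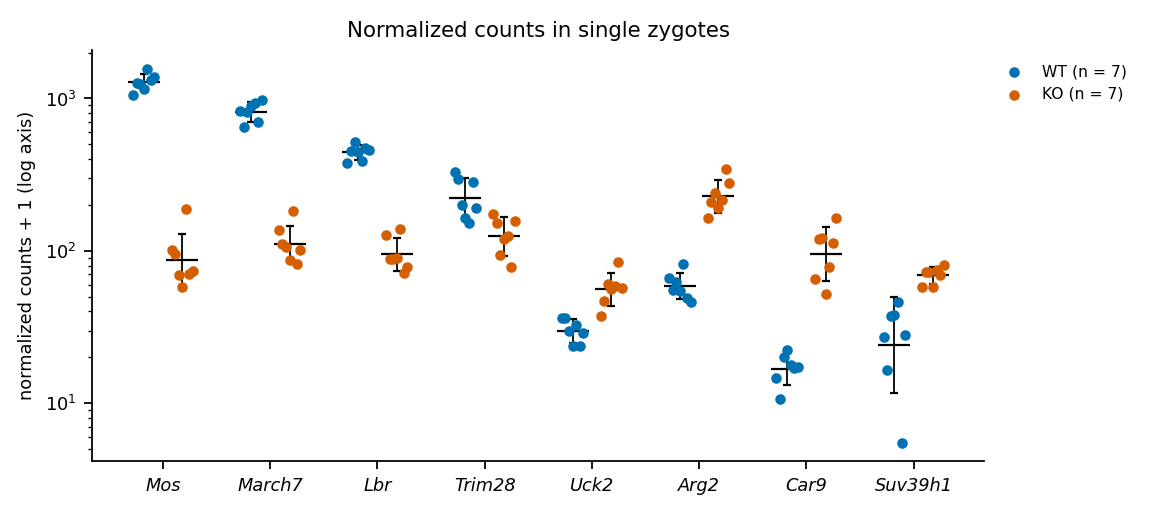
Normalized counts + 1 (vertical log axis) of 8 genes in 7 WT and 7 KO single zygotes. Points are zygotes, black marks and bars the mean ± SD on the log2 scale, and for *Mos* the KO zygotes lie below and for *Uck2*, *Arg2* and *Car9* above the WT zygotes.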

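KO 2-cell libraries held RNA of *Hsd3b1*, *Cyp11a1* and *Inha*, which are expressed in granulosa cells, that was near 0 in WT 2-cell libraries. The libraries do not show whether this RNA came from the embryos themselves. *Hsd3b1*, an enzyme of steroid synthesis on chromosome 3 from 98656117 to 98663717, was at 0.366 ± 0.727 normalized counts (SD, n = 7) in WT and between 39.2 and 7018 in the 8 KO embryos (log2 fold change 8.62, standard error 0.91, adjusted p = 0.000314 from limma). *Cyp11a1*, the cholesterol side-chain cleavage enzyme on chromosome 9 from 57862820 to 57874827, was at 0.0914 ± 0.156 in WT and at 133.7, 1151, 427.8, 300.0, 11.2, 97.5, 4540 and 33.4 in KO embryos 1 to 8 (log2 fold change 7.60, adjusted p = 0.000739 from limma). *Inha*, which encodes the alpha subunit of inhibin, and *Hsd17b1*, an enzyme of estradiol synthesis, rose by log2 fold changes of 6.75 and 5.56. Of 13 cumulus and granulosa markers, 4 were higher and none lower (8 adjusted over the list alone, camera adjusted p = 4.62e-08, adjusted p = 0.276 with an estimated correlation).

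The 6 peak-adjacent genes of Fig. S13D were higher on average in KO embryos. The study chose them as higher in these embryos, so their direction is not independent evidence. *Atg10*, an autophagy gene on chromosome 13 from 91074954 to 91363592, was at 4.16 ± 2.90 in WT and 17.2 ± 11.9 in KO embryos (SD, n = 8, log2 fold change 1.86, standard error 0.51, adjusted p = 0.0986 from limma). *Srsf7*, a splicing factor gene on chromosome 17 from 80599429 to 80606629, was at 115.5 ± 36.1 and 248.2 ± 97.3 (log2 fold change 1.05, standard error 0.29, adjusted p = 0.104 from limma). *Rpl38* was at 25.3 ± 14.1 and 74.1 ± 63.3, *Ywhae* at 339.9 ± 74.4 and 503.3 ± 147, and *Fam120a* at 77.8 ± 16.9 and 137.3 ± 89.0, while *Rcbtb2* had a log2 fold change of 0.88. None of the 6 passed in limma, 4 had an unadjusted p under 0.05, edgeR called 0 and DESeq2 called 3 (*Atg10*, *Rpl38* and *Srsf7*). *Atg10*, *Rpl38*, *Rcbtb2* and *Ywhae* were highest in KO embryo 7 and *Fam120a* in KO embryo 2, the embryos with the most *Cyp11a1*. Without these 2 libraries the adjusted p from limma was 0.261 for *Atg10*, 0.182 for *Srsf7*, 0.573 for *Rpl38*, 0.563 for *Ywhae*, 0.86 for *Rcbtb2* and 0.871 for *Fam120a*, and the log2 fold changes became 1.53, 0.95, 0.67, 0.39, 0.33 and 0.19 in this order. *Srsf7* passed in limma without KO library 5 (adjusted p = 0.0416) or KO library 8 (0.0417). With sample weights *Rpl38* and *Srsf7* passed, and with the spread estimated over all 12 groups every gene of the 6 but *Fam120a*.

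Imprinted genes had 2 higher and none lower of 26 (5 and 1 adjusted over the list alone, camera adjusted p = 0.201), and these 2, *Cd81* and *Nap1l5*, were near 0 in WT and highest in KO embryos 2 and 7, which also had the most *Cyp11a1*. The call of *Cd81* was lost without any WT library or KO library 2, 3, 4 or 6 (adjusted p up to 0.0862 from limma), and that of *Nap1l5* without any WT library (up to 0.0681), while without any KO library but 5 *Nap1l5* fell below the filter and was not tested. Maternal oocyte transcripts stood below other genes as a list (camera adjusted p = 0.00522, adjusted p = 0.858 with an estimated correlation), with 0 of 33 members past the threshold in limma, 4 at an unadjusted p under 0.05 and 0 by edgeR or DESeq2. Genes of 2-cell zygotic activation had 0 of 23 members called by limma, edgeR or DESeq2 and 1 at an unadjusted p under 0.05 (camera adjusted p = 0.0753). The TRIM28 machinery (0 of 32), Rsl cluster genes (0 of 11) and p53 and stress response genes (0 of 21) also had none in limma, with 4, 0 and 7 at an unadjusted p under 0.05, 0 each by edgeR and 2, 0 and 2 by DESeq2 (camera adjusted p = 0.819, 0.406 and 0.819). *Zfp708* was at 19.9 ± 8.84 in WT and 138.2 ± 155 in KO embryos, with 0 reads in KO embryo 7 (adjusted p = 0.415 from limma, 0.00538 without KO library 7). Over the 12578 genes tested, 88 were higher and 1 lower, and 1878 had an unadjusted p under 0.05 in limma. Of the 88, 55 had a WT mean under 1 and rose and fell together across KO embryos (median pairwise Spearman correlation 0.881). They are therefore not a count of separate responses. The total of 89 became 43, 42, 31, 28, 31, 31 and 33 without WT libraries 1 to 7, 31, 28, 34, 202 and 181 without KO libraries 2, 3, 4, 5 and 8, and 81 without both KO libraries 2 and 7, a setting chosen after seeing the data. It was 262 with edgeR, 917 with DESeq2 and 9 with a pseudocount of 5, and the split was 338 higher and 60 lower with sample weights and 1982 higher and 1644 lower with the spread estimated over all 12 groups.

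Single 2-cell embryos deviated from their group more than oocytes or zygotes did. Over 6275 genes, the median absolute deviation from the group mean (log2) was 0.161 ± 0.0743 in GV oocytes (SD, n = 14), 0.202 ± 0.0440 in zygotes (SD, n = 14) and 0.417 ± 0.210 in 2-cell embryos (SD, n = 15). The 2-cell value was 2.07 times that of zygotes (two-sided permutation test, p = 2e-05, adjusted p = 3e-05) and 2.58 times that of GV oocytes (p = 1e-05, the smallest that the permutations can give, adjusted p = 3e-05), while zygotes and GV oocytes did not differ past the threshold (ratio 1.25, p = 0.0915). Among WT embryos alone the 2-cell value was 1.64 times that of zygotes (exact permutation test, p = 0.000583) and 1.46 times that of GV oocytes (adjusted p = 0.0708). The median SD of a gene was 0.45 in WT and 0.76 in KO 2-cell embryos, on the log2 scale. KO 2-cell library 7 deviated most (1.05), ahead of KO libraries 6 (0.646) and 2 (0.514), and libraries 7 and 2 had the most *Cyp11a1*. How much RNA of granulosa genes or the read totals add to the spread was not tested.

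**Figure D3:**
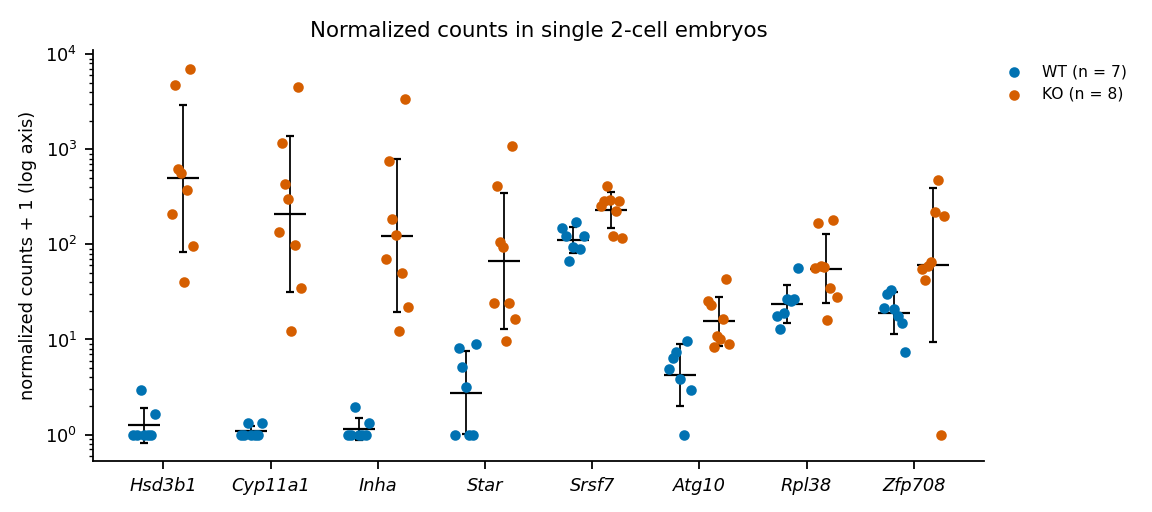
Normalized counts + 1 (vertical log axis) of 8 genes in 7 WT and 8 KO single 2-cell embryos. Points are embryos and black marks and bars the mean ± SD on the log2 scale, and *Hsd3b1*, *Cyp11a1* and *Inha* are near 0 counts in WT and spread over more than 100-fold in KO embryos.

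**Figure D4:**
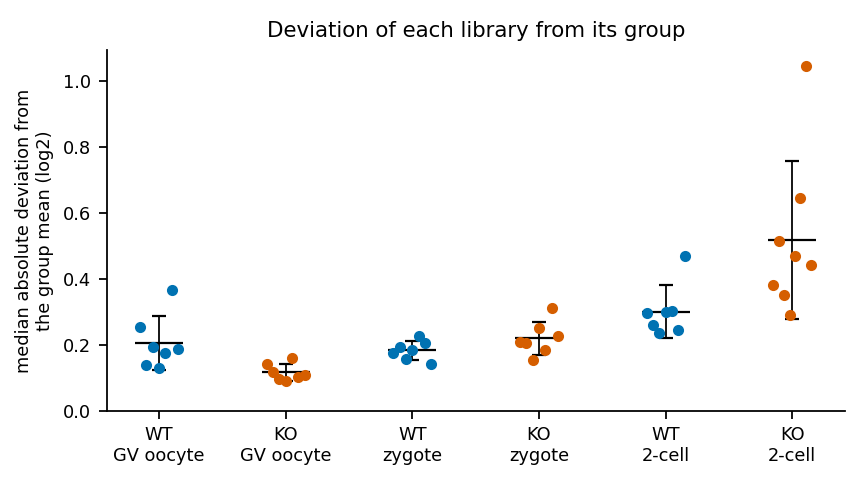
Median absolute deviation of each library from its group mean (vertical axis, log2) over 6275 genes in WT and KO GV oocytes, zygotes and 2-cell embryos. Points are libraries and black marks and bars the mean ± SD of a group, and the KO 2-cell group has the widest range.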

Although at the two-cell stage we do observe a number of differentially expressed genes adjacent to the analyzed peak regions, these embryos show overall highest variability in gene expression, possibly reflecting stage differences in relation to zygotic gene activation (Fig. S13D).

In summary, the transcriptional effects caused by the maternal loss of ZFP708 are, if at all detectable, mild and variable in preimplantation embryos. 

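The effect of the KO was also compared between stages, gene by gene, in limma. It differed between GV oocytes and zygotes for 872 of 11501 genes, between zygotes and 2-cell embryos for 122 of 11989 and between GV oocytes and 2-cell embryos for 58 of 12312. Among the peak-adjacent genes the paper names, *Zbtb44* differed between zygotes and GV oocytes (difference of log2 fold changes 0.68, adjusted p = 0.0355) and *Srsf7* between 2-cell embryos and zygotes (1.36, adjusted p = 0.032). Each fit took a shared spread per gene for both stages, although 2-cell embryos deviated 2.07 times as much from their group as zygotes. *Srsf7* did not pass in 2-cell embryos alone (adjusted p = 0.104 from limma). For *Uck2* the difference between zygotes and GV oocytes was 0.61 and did not pass (adjusted p = 0.0896). The paper concludes that the transcriptional effects in preimplantation embryos, if they can be detected at all, are mild and variable.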

RMER19B expression itself is not affected and is generally low in embryos and mESCs. Gene misregulation, possibly through neighboring effects, is prominent in mutant-derived mESCs and possibly reflects the loss of epigenetic repressive marks in absence of ZFP708, in line with our observation of lost DNA methylation at ZFP708-bound RMER19B elements (Fig. 5).

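KO mESCs had more RNA of several pluripotency genes than WT mESCs. The sample labels name LIF and FCS as the culture of the stem cells and the paper derives the lines in 2i, so the culture in which this RNA was measured is not settled here. Of 22 pluripotency genes, 8 were higher and none lower at an adjusted p under 0.05 from limma (13 higher and 3 lower adjusted over the list alone). *Nr0b1*, an orphan nuclear receptor gene, rose from 88.7 ± 12.3 to 174.9 ± 8.42 normalized counts (SD, n = 3 each) and *Tfcp2l1*, a transcription factor gene of naive pluripotency, from 861.5 ± 60.3 to 1339 ± 88.8. The camera adjusted p of the list was 0.000383, and its adjusted p = 0.338 with an estimated correlation. *Foxd3*, a forkhead factor gene, rose from 7.48 ± 0.850 to 34.9 ± 1.51, and the estrogen receptor gene *Esr1* fell from 16.6 ± 4.93 to 0.136 ± 0.025 (log2 fold change -3.92, standard error 0.20, adjusted p = 0.00119 from limma). *Ldha* and *Pfkl*, which encode enzymes of glycolysis, fell from 659.7 ± 86.6 to 291.6 ± 1.62 and from 203.0 ± 28.8 to 81.6 ± 0.938.

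Of 27 imprinted genes, 3 were higher and 5 lower (5 and 9 adjusted over the list alone, camera adjusted p = 0.327), with *Gnas* falling from 260.6 ± 30.1 to 124.4 ± 13.1. Of 20 germline genes that depend on DNA methylation for silencing, 3 were higher and 2 lower (5 and 2 adjusted over the list alone, camera adjusted p = 0.334), and the alpha-tubulin gene *Tuba3a* rose from 19.5 ± 3.81 to 49.2 ± 1.81. The TRIM28 and heterochromatin machinery had 3 higher and 4 lower of 32 members (5 and 6 adjusted over the list alone, camera adjusted p = 0.812), with *Dppa3*, which protects maternal DNA methylation, falling from 68.3 ± 22.9 to 13.2 ± 2.34. Feeder fibroblast markers had 3 higher of 6 (3 adjusted over the list alone, camera adjusted p = 0.0625), with *Fn1* at 1611 ± 115 and 2251 ± 69.4. Primitive endoderm genes had 3 higher of 10 (0.282), with *Lamc1* at 647.5 ± 30.9 and 969.6 ± 36.2. Of 24 p53 and stress response genes 3 were lower, *Cdkn1a* among them (0.171), while 1 of 19 Rsl cluster genes was higher (*Zfp459*, 0.334), 1 of 14 genes of primed pluripotency and early lineages was lower (*Nes*, 0.819) and 1 of 10 genes of 2-cell zygotic activation was higher (*Eif1a*, 0.519). The Y-linked gene *Ddx3y* was at 63.8, 43.1 and 0.110 in WT libraries 1 to 3 and at 0, 44.9 and 51.4 in KO libraries 1 to 3. Both groups thus mixed libraries with and without *Ddx3y* RNA, and WT libraries 1 and 3, otherwise the most alike WT pair, differed in it. Whether this bears on the lists above was not tested. Of 59 named genes past the threshold, 30 lost their call when some library was left out, among them *Cdkn1a* (without KO library 2 or 3, adjusted p up to 0.0521), *Nes* (KO library 2 or 3, up to 0.0685), *Zfp459* (WT library 1 or 3 or KO library 2 or 3, up to 0.101) and *Eif1a* (any library but WT library 2, up to 0.16), all from limma. With the spread estimated over all 12 groups, 55 of the 59 were lost. The paper proposes that the gene misregulation in these cells may come about through neighbouring effects and reflect the loss of repressive marks in the absence of ZFP708, and sets it beside the lost DNA methylation at ZFP708-bound RMER19B elements (Fig. 5). The elements whose methylation Fig. 5D shows lie at *Uck2*, *Fmnl2* and *Lgi2*. In KO mESCs these genes did not pass (adjusted p = 0.657, 0.138 and 0.84 from limma), nor did they under any alternative setting. *Uck2*, whose element Fig. 5F shows in blastocysts, did not pass there either.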

### Evolutionary conservation of ZFP708

The importance of a molecular mechanism, despite the lack of overt phenotype and mild transcriptional effects if disturbed, may be reflected in its conservation throughout evolution. RMER19B elements are conserved in *Muridae* and readily detectable in the rat genome, yet not in more distant rodents such as the Chinese hamster. Indeed, comparable with the mouse genome, ∼6000 RMER19B insertions are found in rat and ZFP708-bound RMER19B insertions in mouse, such as the *Uck2-RMER19B*, *Fmnl2-RMER19B* and *Lgi2-RMER19B*, are well-conserved in their syntenic regions in the rat genome (Fig. 7A). Likewise, a BLAST search for ZFP708 orthologs uncovered one particularly conserved protein encoded on rat chromosome 2q22 with over 90% amino acid identity (Fig. S14). Chr2q22 was previously described as one of two syntenic regions for the mouse *Rsl* locus in rat, yet the putative ZFP708 ortholog was not identified in that study (Krebs et al., 2005). Despite close conservation at the amino acid level, closely related KRAB-ZFPs may still diverge on binding properties. Defined by four DNA-interacting residues within the zinc fingers (Liu et al., 2014), the specific ‘fingerprint’ is, however, equally conserved between the mouse and putative rat ortholog (Fig. 7B). The conservation of mouse ZFP708 and its rat homolog is indeed higher than the conservation with any other mouse KRAB-ZFP paralog we could identify, reflected in the clustering comparing overall protein identity or conservation of the ‘fingerprints’ alone (Fig. 7C). The closest conserved KRAB-ZFP in humans still lies within the syntenic *Rsl* locus on HSA19p12-13, yet conservation is far lower, consistent with the absence of RMER19B elements in the human genome. It therefore appears that in *Muridae* ZFP708 has evolved within the *Rsl* locus specifically in response to the invasion and threat of the RMER19B EREs.

**Fig. 7.**
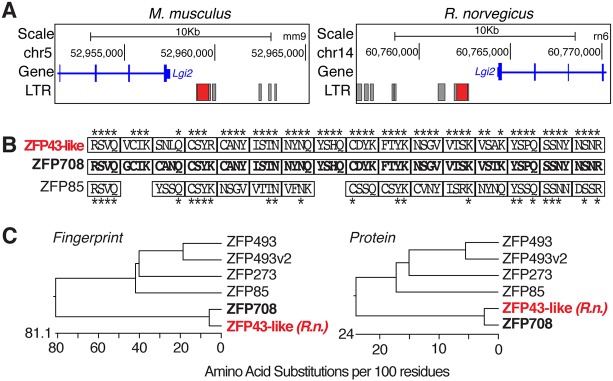
**Evolutionary conservation of RMER19B insertions and ZFP708 in mouse and rat.** (A) RMER19B insertions are highly conserved in mice and rats. Genome browser views of the 5′ region of the *Lgi2* gene, including LTRs. The ZFP708-bound RMER19B in the mouse *Lgi2* promoter (left) and its syntenic insertion in rat (right) are highlighted in red. (B) ‘Fingerprint’ comparison of closely related rat ortholog ZFP43-like and closest mouse paralog ZFP85. Amino acid residues immediately preceding the alpha-helix (position −1) and the second, third and sixth amino acid within the helix were retrieved as the fingerprint for each zinc finger. Asterisks label conserved residues between ZFP708 and rat ZFP43-like and mouse ZFP85. (C) Phylogenetic analysis of proteins closely related to ZFP708 at the ‘fingerprint’ (left) or overall sequence (right) levels. Rat ZFP43-like is labeled in red.

## DISCUSSION

In conclusion, we have identified a novel, maternal, TRIM28-interacting KRAB-ZFP (ZFP708) that specifically targets LTR class endogenous retroviral elements of the ERVK family: RMER19B. Our work thus expands the repertoire of KRAB-ZFP/TRIM28 targets and, more importantly, reveals a new transcription factor shaping the embryonic epigenome by mediating regionally restricted germline-to-soma inheritance of epigenetic marks.

The inaccessibility of the early embryo to a directed *in vivo* approach for target gene identification is a common problem in the field. Ectopic overexpression of tagged ZFP708 (endogenously maternally restricted) in mESCs has proven a suitable approach for identifying RMER19B elements as putative targets. However, the extent of these interactions is to be taken with caution. For example, only a small fraction of all RMER19B elements in the genome were identified as true targets by peak calling, yet levels of enrichment can be observed across a much wider repertoire of RMER19B insertions (Fig. S3A). Conversely, binding to ‘other’ (non-repeat) regions (Fig. 2C) may be a result of the ectopic expression approach and might not reflect true endogenous targets, as suggested by the lack of H3K9me3 enrichment at such sites in ZFP708 OE mESCs and during development *in vivo* (Fig. 2E, Fig. S7F,G). Support for the selective targeting of a few RMER19B elements is provided by the H3K9me3 profiling in wild-type embryos via ultra-low ChIP-seq (Wang et al., 2018). It is evident that only a minor subset of RMER19B elements acquires H3K9me3 post-fertilization, a subset that shows a remarkable overlap with the ZFP708-bound fraction of RMER19B elements in ZFP708 OE mESCs (Fig. 4). Although the impact of ZFP708 binding to RMER19B elements in their entirety is not fully resolved, we were able to meticulously dissect the regional binding and transcriptional impact of ZFP708 on specific elements (Fig. 3). In this respect, ZFP708 functions as a canonical, TRIM28-recruiting KRAB-ZFP.

The interplay of DNA methylation and H3K9me3 at ZFP708 targets is unclear. This is true for all TRIM28-targeted regions in very early embryos described to date. Clearly, wild-type embryos retain DNA methylation at ZFP708-bound RMER19B elements (as shown in blastocysts and derived mESCs). This DNA methylation maintenance is dependent on maternal ZFP708, the lack of which results in severe hypomethylation (Fig. 5). In this respect, ZFP708 targets behave like genomic imprints or other rare genomic regions, such as the *Rbmy1a1* or the *Scml2* locus (Branco et al., 2016; Messerschmidt et al., 2012; Sampath Kumar et al., 2017). Gamete-inherited, regional DNA methylation is resistant to the intrinsic DNA demethylation drive of embryonic global epigenetic reprogramming. In contrast to the imprint maintaining ZFP57, binding of ZFP708 to DNA is DNA methylation independent (Fig. S4B-D).

Despite the epigenetic changes observed at ZFP708-bound RMER19B elements, the loss of ZFP708 itself does not affect viability or fertility, or cause any other overt phenotypes in mice. This lack of a phenotypic impact in ZFP708 knockout embryos, despite RMER19B hypomethylation, may suggest an archaic mechanism to repress an ERE family that has long since lost its mutagenic/regulatory potential. On the other hand, the lack of a detectable phenotype may merely reflect our limitations in gauging a possible transcriptional or evolutionary impact in a laboratory setting. Indeed, although the transcriptional effect of ZFP708 loss on RMER19B elements itself is not given in embryos, we find transcriptional changes of neighboring genes in mutant-derived mESCs and, to lesser extent, in embryos. These changes, in particular in embryos, are small and variable in individual embryos. On the other hand, the species-specific insertions of these RMER19B elements may drive the tissue-specific activation/repression of genes – an intriguing hypothesis to be tested in the future. Our current work however, provides insights into such potential regulatory functions, as ZFP708 overexpression in mESCs can alter RMER19B neighboring gene expression.

In support of the functional requirement of ZFP708, despite the apparent lack of a phenotypic effect when deleted, is the evolutionary conservation. Both RMER19B elements and ZFP708 are conserved at least in rats and mice, separated by near 20 million years of evolution. Other KRAB-ZFPs targeting EREs with stable inherent transcriptional activity and even retrotransposition potential have no discernible phenotypes if deleted *in vivo* either (Ecco et al., 2016; Wolf et al., 2015b). Furthermore, the potential impact of EREs on their host genomes may go beyond mere retrotransposition or transcriptional effects and cause subtle long-term effects or rare events of genome instability (reviewed by Ecco et al., 2017). And, last but not least, many EREs in mice and humans are targeted by multiple KRAB-ZFPs, often at divergent sites and possibly in a spatio-temporal context (Ecco et al., 2016; Imbeault et al., 2017). It is therefore conceivable that RMER19B elements may be retargeted for heterochromatinization at later developmental stages or in adult tissues by other KRAB-ZFPs.

It remains to be seen if and how such subtle, seemingly insignificant, disturbances in the early embryonic epigenome can upset the evolutionary trajectory of a species. The fact that RMER19B elements, and its repressive machinery and mechanisms are preserved throughout evolution in the first place, however, suggest that ZFP708 is there for a reason.

## MATERIALS AND METHODS

### Animal work, mESC derivation and cell lines

Mice were set up for natural mating and embryos were isolated as previously described (Behringer et al., 2013; Sampath Kumar et al., 2017). Zygotes were isolated at E (embryonic day) 0.5, two-cell stage embryos at E1.5, eight-cell stage embryos at E2.25-E2.5 and blastocysts at E3.5, assuming the time of mating being midnight of the mating day. Isolated embryos were immediately processed for RNA isolation or DNA methylation analysis. All animal experiments were conducted according to local IACUC regulations.

For mESC line derivation, E3.5 embryos were cultured on a MEF feeder layer in 2i medium. After 5-7 days, ICM outgrowths were passaged and cultured on MEF feeders with daily monitoring. mESC-like colonies were selected and gradually expanded. For routine propagation, cells were passaged every 2-3 days. For downstream applications, cells were adapted to feeder-free culture on gelatin-coated (0.1%) plates. DNMT TKO mESCs (clone 19-1; AES0146) were provided by the RIKEN BRC through the National Bio-Resource Project of the MEXT, Japan.

### ZFP708, and luciferase reporter cloning and expression

ZFP708 was cloned from ovary cDNA. N-terminal 3xFLAG-tagged ZFP708 or ZFP708-KΔ was produced by PCR amplification and cloning into the PJ549 piggy-bac vector (DNA2.0). 24 h after transfection, cells were selected with puromycin before GFP-positive cells were sorted by FACS. To test ZFP708-mediated repression, first the mouse *Pgk* promoter was cloned into the pGL4.23 vector (Promega) to drive luciferase activity. The *Uck2-RMER19B* (amplified from wild-type mESCs) or the *Uck2-ΔRMER19B* (amplified from CRISPR mutated mESC clone #15) were then cloned upstream of the *Pgk* promoter. HEK293T cells were transfected with *Uck2-RMER19B:Pgk-pGL4.23* or *Uck2-ΔRMER19B:Pgk-pGL4.23* reporter constructs along with FLAG-ZFP708 or FLAG-ZFP708-KΔ, respectively. Renilla activity, expressed from co-transfected pGL4.75 (Promega), was used for internal normalization. 48 h after transfection, cells were lysed and assayed using the Dual-Luciferase reporter assay system (Promega).

### Immunofluorescence

mESCs transfected with FLAG-ZFP708 were seeded on glass slides in 12-well plates to be fixed 48 h later with 4% formaldehyde and permeabilized with 0.1% Triton X-100. After blocking with FBS (10%), cells were incubated with mouse anti-FLAG (Sigma, 1:250) and rabbit anti-TRIM28 (Abcam, 1:250) antibodies. Secondary antibodies (Alexa Fluor 488 and 594, Invitrogen) were used at 1: 500 dilutions. Images were acquired on a Zeiss confocal laser-scanning microscope.

### Co-immunoprecipitation and western blot

Cells were lysed in RIPA buffer and protein was quantified using a Bradford protein assay (Bio-Rad). Lysates were analyzed by western blotting using the following antibodies: anti-Flag (Sigma, 1:5000), anti-TRIM28 (Abcam, 1:4000) and anti-tubulin (Sigma, 1:10,000). For co-immunoprecipitation analysis, the lysates were immunoprecipitated using anti-Trim28 antibody and analyzed for association with ZFP708 by western blot using anti-Flag antibody.

### Chromatin immunoprecipitation, sequencing and analysis

ChIP was performed as previously described (Guccione et al., 2007). Chromatin was fragmented using a BRANSON Digital Sonifier (#S540D) to 250-1000 bp fragments, precleared and incubated with antibodies overnight. Antibody/chromatin complexes were incubated with 50% protein-G sepharose slurry and washed before elution/decrosslinking in 1% SDS and 0.1 M NaHCO_3_. DNA was column purified with a QIAquick PCR Purification Kit (Qiagen).

ChIP DNA concentrations were measured using the Qubit dsDNA HS Assay Kit (Thermo Fisher Scientific). ChIP-seq libraries were prepared with the NEBNext Ultra II DNA Library Preparation Kit for Illumina (NEB), following manufacturer's instructions. PCR conditions were adjusted to starting material concentrations and final elution volumes were reduced. Libraries were quantified using a Bioanalyzer (High Sensitivity DNA Kit, Agilent) and PCR (KAPA Library Quantification Kit for Illumina, Roche). ChIP-Seq libraries were pooled and sequenced on the NextSeq500, as a single-end (75 bp) run.

Raw reads were aligned to the mm9 genome using Bowtie2 (default parameters), before sorting the bam files with samtools sort and indexing with samtools index. Bigwig files were generated with the bamCoverage function of deeptools2.0, using the options --normalizeUsing RPKM --binSize 25 --smoothLength 100. Peaks were called with Macs2 callpeak (default parameters). FLAG-ZFP708 peaks were called over a FLAG ChIP control (in wild-type mESCs) in three replicates and only peaks that were called in all three replicates were used for analysis. For heat maps, ChIP and input data were converted to bigwig files, normalized and corresponding inputs were subtracted. Heat maps, density profiles and violin plots were generated using Deeptools and GraphPad. The following published ChIP-seq datasets were used: FLAG-Zfp809 (SRX485302), TRIM28 (GSM1406445), SETDB1 (GSM440256), H3K9me3 (mESCs GSM1327148) and H3K9me3 (germ cells and embryos GSE97778). For peak overlap analysis TRIM28 ChIP-seq peaks in mESCs from Castro-Diaz et al. (2014), Quenneville et al. (2011), Riso et al. (2016) and Rowe et al. (2010) (GSM1406445, GSM1032198, GSM773067, GSM2051876/GSM2051868) were used. All overlaps were generated with BEDTools. MEME was used for motif analysis using standard settings.

### RNA isolation, RT-PCR, qRT-PCR from embryos, cells and tissues

Total RNA was isolated from cells and tissues using RNeasy Mini Kit (Qiagen) according to the manufacturer's instructions and 1 μg of total RNA was used for reverse transcription using the High-Capacity cDNA Kit (Applied Biosystems). Total RNA from pooled or individual embryos was isolated using PicoPure RNA Isolation Kit (Fisher Scientific) and all of the eluate was used for reverse transcription. Reverse transcription was performed using the High-Capacity cDNA Reverse Transcription Kit (Applied Biosystems) using random hexamer primers. qPCR assays for gene expression analysis were designed using the Assay Design Center Web Service (qpcr.probefinder.com/roche3.html, Roche Diagnostics). qPCR was performed using Taq-Man Fast Universal PCR Master Mix (Applied Biosystems) in combination with the universal probe library (Roche) on a CFX384 Touch Real Time PCR system (Bio-Rad). Relative gene expression (2^ΔCt^ method) was calculated using the housekeeping gene actin to normalize the target genes or as otherwise indicated.

### RNA-sequencing

RNA-seq libraries from single oocytes, zygotes and two-cell stage embryos were prepared largely following the single cell RNA-seq protocol developed by Picelli and colleagues with slight modifications (Picelli et al., 2014). The number of cycles for the initial cDNA amplification PCR was reduced to 16. The Nextera XT DNA Library Prep Kit (Illumina) was used to generate sequencing libraries as described previously (Picelli et al., 2014) with 1 ng of amplified cDNA. Resulting libraries were pooled and sequenced on a NextSeq500 instrument, at 1×75 bp single read length to >7 M reads per oocyte, zygote or embryo.

RNA-seq libraries from mESCs were generated using the NEBNext Ultra II Directional RNA Library Prep Kit for Illumina (NEB), after mRNA isolation using the NEBNext Poly(A) mRNA Magnetic Isolation Module (NEB) following manufacturer's instructions. The resulting libraries were pooled and sequenced on a NextSeq500 instrument, at a 1×75 bp single read length to >14 M reads per sample. Raw reads were aligned to the mm9 genome using STAR 2.4.2a [using options --sjdbGTFfile Mus_musculus.Ensembl.NCBIM37.65.gtf --sjdbOverhang $((lng - 1)) --outSAMstrandField intronMotif --outSAMtype BAM Unsorted --twopassMode Basic], before sorting the bam files with samtools sort and indexing with samtools index. The number of reads mapping to each gene was quantified with htseq-count (using options --order=pos --format=bam --stranded=reverse) on features from the gtf file Mus_musculus.Ensembl.NCBIM37.65.gtf. The raw counts of reads were then imported to DEseq2 in R to perform the differential expression analyses. The expression of transposable elements (TEs) was quantified using SalmonTE. The list of repeats was downloaded from Repbase (*Mus musculus* and ancestral) as a fasta file. This fasta file was then used to build the index on SalmonTE, using the --te_only option. The TEs expression was quantified with SalmonTE quant (default parameters) on the raw fastq files.

For ZFP708 expression analysis in germ cells and preimplantation embryos, we mined datasets GSE44183 and GSE66582 from Wu et al. (2016) and Xue et al. (2013). For illustration and comparison across samples and studies, expression levels were normalized to actin*.*

### Mutagenesis

gRNAs were designed using E-CRISP (e-crisp.org) (Heigwer et al., 2014) and oligonucleotides were cloned into PX458 as described previously (Ran et al., 2013). For mESC, GFP-positive cells were FACS sorted into 96-well plates and clonally expanded before sequencing. For indel knockout mice, zygotes were injected with CAS9 cRNA and gRNAs before retransfer into pseudopregnant females. DNA was extracted from pup tail biopsies and targeted regions were cloned and sequenced to identify founder lines.

### DNA methylation analysis by bisulfite conversion/sequencing and COBRA

DNA methylation was analyzed by bisulfite conversion, cloning and sequencing as described previously (Messerschmidt et al., 2012). Briefly, DNA from one pooled litter of E3.5 embryos (minimum eight embryos) was used for bisulfite conversion according to the manufacturer's protocol (Imprint DNA Modification Kit, Sigma). For sperm and mESC samples 1 μg of genomic DNA was used for conversion. Converted DNA was eluted in 20 µl and 1 µl (sperm, mESCs) or 5 µl (blastocysts) and used for PCR. PCR fragments were cloned and analyzed by Sanger sequencing. COBRA assays were performed as previously described (Messerschmidt et al., 2012).

### Oligonucleotides and antibodies used

Oligonucleotides used in this study are listed in Table S14. All information for antibodies used in this study is listed in Table S15.

## Supplementary Material

Supplementary information

## References

[DEV170266C1] BehringerR., GertsensteinM., NagyK. V. and NagyA. (2013). *Manipulating the Mouse Embryo: A Laboratory Manual*. Cold Spring Harbor Laboratory Press.

[DEV170266C2] BrancoM. R., KingM., Perez-GarciaV., BogutzA. B., CaleyM., FinebergE., LefebvreL., CookS. J., DeanW., HembergerM.et al. (2016). Maternal DNA methylation regulates early trophoblast development. *Dev. Cell* 36, 152-163. 10.1016/j.devcel.2015.12.02726812015PMC4729543

[DEV170266C3] Castro-DiazN., EccoG., ColuccioA., KapopoulouA., YazdanpanahB., FriedliM., DucJ., JangS. M., TurelliP. and TronoD. (2014). Evolutionally dynamic L1 regulation in embryonic stem cells. *Genes Dev.* 28, 1397-1409. 10.1101/gad.241661.11424939876PMC4083085

[DEV170266C4] CirioM. C., RatnamS., DingF., ReinhartB., NavaraC. and ChailletJ. R. (2008). Preimplantation expression of the somatic form of Dnmt1 suggests a role in the inheritance of genomic imprints. *BMC Dev. Biol.* 8, 9 10.1186/1471-213X-8-918221528PMC2266903

[DEV170266C5] DanJ., LiuY., LiuN., ChioureaM., OkukaM., WuT., YeX., MouC., WangL., WangL.et al. (2014). Rif1 maintains telomere length homeostasis of ESCs by mediating heterochromatin silencing. *Dev. Cell* 29, 7-19. 10.1016/j.devcel.2014.03.00424735877PMC4720134

[DEV170266C6] EccoG., CassanoM., KauzlaricA., DucJ., ColuccioA., OffnerS., ImbeaultM., RoweH. M., TurelliP. and TronoD. (2016). Transposable elements and their KRAB-ZFP controllers regulate gene expression in adult tissues. *Dev. Cell* 36, 611-623. 10.1016/j.devcel.2016.02.02427003935PMC4896391

[DEV170266C7] EccoG., ImbeaultM. and TronoD. (2017). KRAB zinc finger proteins. *Development* 144, 2719-2729. 10.1242/dev.13260528765213PMC7117961

[DEV170266C8] EmersonR. O. and ThomasJ. H. (2009). Adaptive evolution in zinc finger transcription factors. *PLoS Genet.* 5, e1000325 10.1371/journal.pgen.100032519119423PMC2604467

[DEV170266C9] FriedmanJ. R., FredericksW. J., JensenD. E., SpeicherD. W., HuangX. P., NeilsonE. G. and RauscherF. J. (1996). KAP-1, a novel corepressor for the highly conserved KRAB repression domain. *Genes Dev.* 10, 2067-2078. 10.1101/gad.10.16.20678769649

[DEV170266C10] GuccioneE., BassiC., CasadioF., MartinatoF., CesaroniM., SchuchlautzH., LüscherB. and AmatiB. (2007). Methylation of histone H3R2 by PRMT6 and H3K4 by an MLL complex are mutually exclusive. *Nature* 449, 933-937. 10.1038/nature0616617898714

[DEV170266C11] HeigwerF., KerrG. and BoutrosM. (2014). E-CRISP: fast CRISPR target site identification. *Nat. Methods* 11, 122-123. 10.1038/nmeth.281224481216

[DEV170266C12] HirasawaR., ChibaH., KanedaM., TajimaS., LiE., JaenischR. and SasakiH. (2008). Maternal and zygotic Dnmt1 are necessary and sufficient for the maintenance of DNA methylation imprints during preimplantation development. *Genes Dev.* 22, 1607-1616. 10.1101/gad.166700818559477PMC2428059

[DEV170266C13] ImbeaultM., HelleboidP.-Y. and TronoD. (2017). KRAB zinc-finger proteins contribute to the evolution of gene regulatory networks. *Nature* 543, 550-554. 10.1038/nature2168328273063

[DEV170266C14] JacobsF. M. J., GreenbergD., NguyenN., HaeusslerM., EwingA. D., KatzmanS., PatenB., SalamaS. R. and HausslerD. (2014). An evolutionary arms race between KRAB zinc-finger genes ZNF91/93 and SVA/L1 retrotransposons. *Nature* 516, 242-245. 10.1038/nature1376025274305PMC4268317

[DEV170266C15] KauzlaricA., EccoG., CassanoM., DucJ., ImbeaultM. and TronoD. (2017). The mouse genome displays highly dynamic populations of KRAB-zinc finger protein genes and related genetic units. *PLoS ONE* 12, e0173746 10.1371/journal.pone.017374628334004PMC5363842

[DEV170266C16] KrebsC. J., LarkinsL. K., KhanS. M. and RobinsD. M. (2005). Expansion and diversification of KRAB zinc-finger genes within a cluster including Regulator of sex-limitation 1 and 2. *Genomics* 85, 752-761. 10.1016/j.ygeno.2005.03.00415885501

[DEV170266C17] KrebsC. J., KhanS., MacDonaldJ. W., SorensonM. and RobinsD. M. (2009). Regulator of sex-limitation KRAB zinc finger proteins modulate sex-dependent and -independent liver metabolism. *Physiol. Genomics* 38, 16-28. 10.1152/physiolgenomics.90391.200819351907PMC2696148

[DEV170266C18] KuriharaY., KawamuraY., UchijimaY., AmamoT., KobayashiH., AsanoT. and KuriharaH. (2008). Maintenance of genomic methylation patterns during preimplantation development requires the somatic form of DNA methyltransferase 1. *Dev. Biol.* 313, 335-346. 10.1016/j.ydbio.2007.10.03318048024

[DEV170266C19] LiX., ItoM., ZhouF., YoungsonN., ZuoX., LederP. and Ferguson-SmithA. C. (2008). A maternal-zygotic effect gene, Zfp57, maintains both maternal and paternal imprints. *Dev. Cell* 15, 547-557. 10.1016/j.devcel.2008.08.01418854139PMC2593089

[DEV170266C20] LiuY., TohH., SasakiH., ZhangX. and ChengX. (2012). An atomic model of Zfp57 recognition of CpG methylation within a specific DNA sequence. *Genes Dev.* 26, 2374-2379. 10.1101/gad.202200.11223059534PMC3489995

[DEV170266C21] LiuH., ChangL.-H., SunY., LuX. and StubbsL. (2014). Deep vertebrate roots for mammalian zinc finger transcription factor subfamilies. *Genome Biol. Evol.* 6, 510-525. 10.1093/gbe/evu03024534434PMC3971581

[DEV170266C22] LorthongpanichC., DorisT. P. Y., LimviphuvadhV., KnowlesB. B. and SolterD. (2012). Developmental fate and lineage commitment of singled mouse blastomeres. *Development* 139, 3722-3731. 10.1242/dev.08645422991438

[DEV170266C23] LorthongpanichC., CheowL. F., BaluS., QuakeS. R., KnowlesB. B., BurkholderW. F., SolterD. and MesserschmidtD. M. (2013). Single-cell DNA-methylation analysis reveals epigenetic chimerism in preimplantation embryos. *Science* 341, 1110-1112. 10.1126/science.124061724009393

[DEV170266C24] MacfarlanT. S., GiffordW. D., DriscollS., LettieriK., RoweH. M., BonanomiD., FirthA., SingerO., TronoD. and PfaffS. L. (2012). Embryonic stem cell potency fluctuates with endogenous retrovirus activity. *Nature* 487, 57-63. 10.1038/nature1124422722858PMC3395470

[DEV170266C25] MesserschmidtD. M., de VriesW., ItoM., SolterD., Ferguson-SmithA. and KnowlesB. B. (2012). Trim28 is required for epigenetic stability during mouse oocyte to embryo transition. *Science* 335, 1499-1502. 10.1126/science.121615422442485

[DEV170266C26] MesserschmidtD. M., KnowlesB. B. and SolterD. (2014). DNA methylation dynamics during epigenetic reprogramming in the germline and preimplantation embryos. *Genes Dev.* 28, 812-828. 10.1101/gad.234294.11324736841PMC4003274

[DEV170266C27] PeastonA. E., EvsikovA. V., GraberJ. H., de VriesW. N., HolbrookA. E., SolterD. and KnowlesB. B. (2004). Retrotransposons regulate host genes in mouse oocytes and preimplantation embryos. *Dev. Cell* 7, 597-606. 10.1016/j.devcel.2004.09.00415469847

[DEV170266C28] PicelliS., FaridaniO. R., BjörklundA. K., WinbergG., SagasserS. and SandbergR. (2014). Full-length RNA-seq from single cells using Smart-seq2. *Nat. Protoc.* 9, 171-181. 10.1038/nprot.2014.00624385147

[DEV170266C29] QuennevilleS., VerdeG., CorsinottiA., KapopoulouA., JakobssonJ., OffnerS., BaglivoI., PedoneP. V., GrimaldiG., RiccioA.et al. (2011). In embryonic stem cells, ZFP57/KAP1 recognize a methylated hexanucleotide to affect chromatin and DNA methylation of imprinting control regions. *Mol. Cell* 44, 361-372. 10.1016/j.molcel.2011.08.03222055183PMC3210328

[DEV170266C30] QuennevilleS., TurelliP., BojkowskaK., RaclotC., OffnerS., KapopoulouA. and TronoD. (2012). The KRAB-ZFP/KAP1 system contributes to the early embryonic establishment of site-specific DNA methylation patterns maintained during development. *Cell Rep.* 2, 766-773. 10.1016/j.celrep.2012.08.04323041315PMC3677399

[DEV170266C31] RanF. A., HsuP. D., WrightJ., AgarwalaV., ScottD. A. and ZhangF. (2013). Genome engineering using the CRISPR-Cas9 system. *Nat. Protoc.* 8, 2281-2308. 10.1038/nprot.2013.14324157548PMC3969860

[DEV170266C32] RisoV., CammisaM., KukrejaH., AnvarZ., VerdeG., SparagoA., AcurzioB., LadS., LonardoE., SankarA.et al. (2016). ZFP57 maintains the parent-of-origin-specific expression of the imprinted genes and differentially affects non-imprinted targets in mouse embryonic stem cells. *Nucleic Acids Res.* 44, 8165-8178. 10.1093/nar/gkw50527257070PMC5041456

[DEV170266C33] RoweH. M., JakobssonJ., MesnardD., RougemontJ., ReynardS., AktasT., MaillardP. V., Layard-LieschingH., VerpS., MarquisJ.et al. (2010). KAP1 controls endogenous retroviruses in embryonic stem cells. *Nature* 463, 237-240. 10.1038/nature0867420075919

[DEV170266C34] RoweH. M., FriedliM., OffnerS., VerpS., MesnardD., MarquisJ., AktasT. and TronoD. (2013). De novo DNA methylation of endogenous retroviruses is shaped by KRAB-ZFPs/KAP1 and ESET. *Development* 140, 519-529. 10.1242/dev.08758523293284PMC4892343

[DEV170266C35] Sampath KumarA., SeahM. K. Y., LingK. Y., WangY., TanJ. H. L., NitschS., LimS. L., LorthongpanichC., WollmannH., LowD. H. P.et al. (2017). Loss of maternal Trim28 causes male-predominant early embryonic lethality. *Genes Dev.* 31, 12-17. 10.1101/gad.291195.11628115466PMC5287108

[DEV170266C36] SchultzD. C., FriedmanJ. R. and RauscherF. J. (2001). Targeting histone deacetylase complexes via KRAB-zinc finger proteins: the PHD and bromodomains of KAP-1 form a cooperative unit that recruits a novel isoform of the Mi-2alpha subunit of NuRD. *Genes Dev.* 15, 428-443. 10.1101/gad.86950111230151PMC312636

[DEV170266C37] SchultzD. C., AyyanathanK., NegorevD., MaulG. G. and RauscherF. J. (2002). SETDB1: a novel KAP-1-associated histone H3, lysine 9-specific methyltransferase that contributes to HP1-mediated silencing of euchromatic genes by KRAB zinc-finger proteins. *Genes Dev.* 16, 919-932. 10.1101/gad.97330211959841PMC152359

[DEV170266C38] ThomasJ. H. and SchneiderS. (2011). Coevolution of retroelements and tandem zinc finger genes. *Genome Res.* 21, 1800-1812. 10.1101/gr.121749.11121784874PMC3205565

[DEV170266C39] UrrutiaR. (2003). KRAB-containing zinc-finger repressor proteins. *Genome Biol.* 4, 231 10.1186/gb-2003-4-10-23114519192PMC328446

[DEV170266C40] WangC., LiuX., GaoY., YangL., LiC., LiuW., ChenC., KouX., ZhaoY., ChenJ.et al. (2018). Reprogramming of H3K9me3-dependent heterochromatin during mammalian embryo development. *Nat. Cell Biol.* 20, 620-631. 10.1038/s41556-018-0093-429686265

[DEV170266C41] WiznerowiczM., JakobssonJ., SzulcJ., LiaoS., QuazzolaA., BeermannF., AebischerP. and TronoD. (2007). The Kruppel-associated box repressor domain can trigger de novo promoter methylation during mouse early embryogenesis. *J. Biol. Chem.* 282, 34535-34541. 10.1074/jbc.M70589820017893143

[DEV170266C42] WolfG., GreenbergD. and MacfarlanT. S. (2015a). Spotting the enemy within: targeted silencing of foreign DNA in mammalian genomes by the Krüppel-associated box zinc finger protein family. *Mobile DNA* 6, 17.2643575410.1186/s13100-015-0050-8PMC4592553

[DEV170266C43] WolfG., YangP., FüchtbauerA. C., FüchtbauerE.-M., SilvaA. M., ParkC., WuW., NielsenA. L., PedersenF. S. and MacfarlanT. S. (2015b). The KRAB zinc finger protein ZFP809 is required to initiate epigenetic silencing of endogenous retroviruses. *Genes Dev.* 29, 538-554. 10.1101/gad.252767.11425737282PMC4358406

[DEV170266C44] WuJ., HuangB., ChenH., YinQ., LiuY., XiangY., ZhangB., LiuB., WangQ., XiaW.et al. (2016). The landscape of accessible chromatin in mammalian preimplantation embryos. *Nature* 534, 652-657. 10.1038/nature1860627309802

[DEV170266C45] XueZ., HuangK., CaiC., CaiL., JiangC.-Y., FengY., LiuZ., ZengQ., ChengL., SunY. E.et al. (2013). Genetic programs in human and mouse early embryos revealed by single-cell RNA sequencing. *Nature* 500, 593-597. 10.1038/nature1236423892778PMC4950944

[DEV170266C46] YangP., WangY., HoangD., TinkhamM., PatelA., SunM.-A., WolfG., BakerM., ChienH.-C., LaiK.-Y. N.et al. (2017). A placental growth factor is silenced in mouse embryos by the zinc finger protein ZFP568. *Science* 356, 757-759. 10.1126/science.aah689528522536PMC6309218

[DEV170266C47] YuanP., HanJ., GuoG., OrlovY. L., HussM., LohY.-H., YawL.-P., RobsonP., LimB. and NgH.-H. (2009). Eset partners with Oct4 to restrict extraembryonic trophoblast lineage potential in embryonic stem cells. *Genes Dev.* 23, 2507-2520. 10.1101/gad.183190919884257PMC2779752

# Supplementary material for: The KRAB-zinc-finger protein ZFP708 mediates epigenetic repression at RMER19B retrotransposons
**Source:** Development. 2019 Jul 10;146(19):dev170266. doi: 10.1242/dev.170266
**Supplement:** Supplementary information

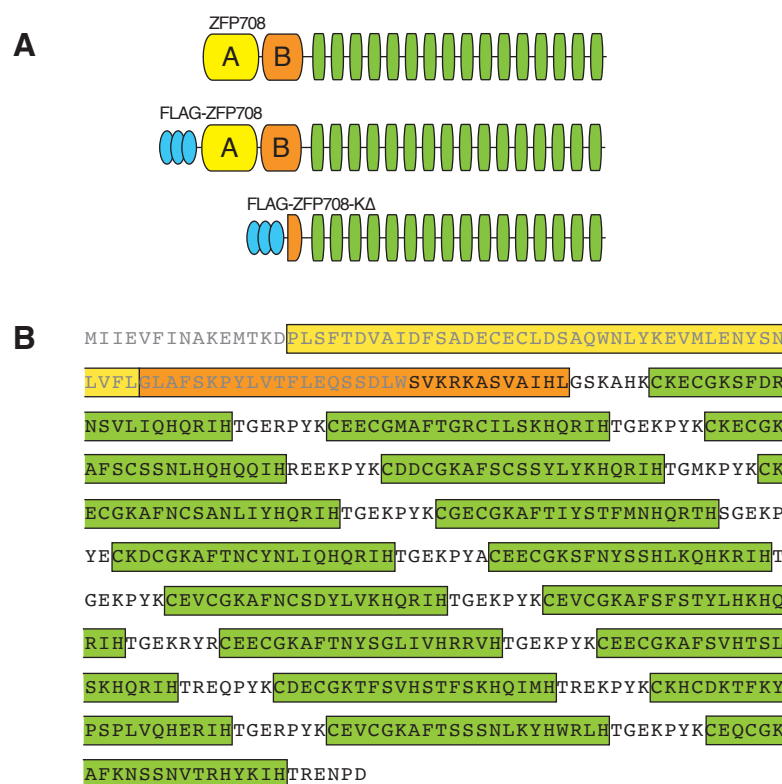

Figure S1. The KRAB-Zinc Finger Protein ZFP708.

(A) Schematic illustration of ZFP708 (top), 3xFLAG-ZFP708 (middle) and 3xFLAG-ZFP708-K Δ (bottom) (B) Protein sequence of the longest annotated *Zfp708* isoform. ZFP708 contains a typical N-terminal KRAB-domain consisting of a KRAB-A (yellow) and a KRAB-B (orange) box. The KRAB-domain is followed by 16 classical C2H2-Zinc fingers (green boxes). Grey amino acid residues were deleted for a TRIM28-interaction incompetent FLAG-ZFP708-K Δ version losing the whole KRAB-A and partial KRAB-B box.

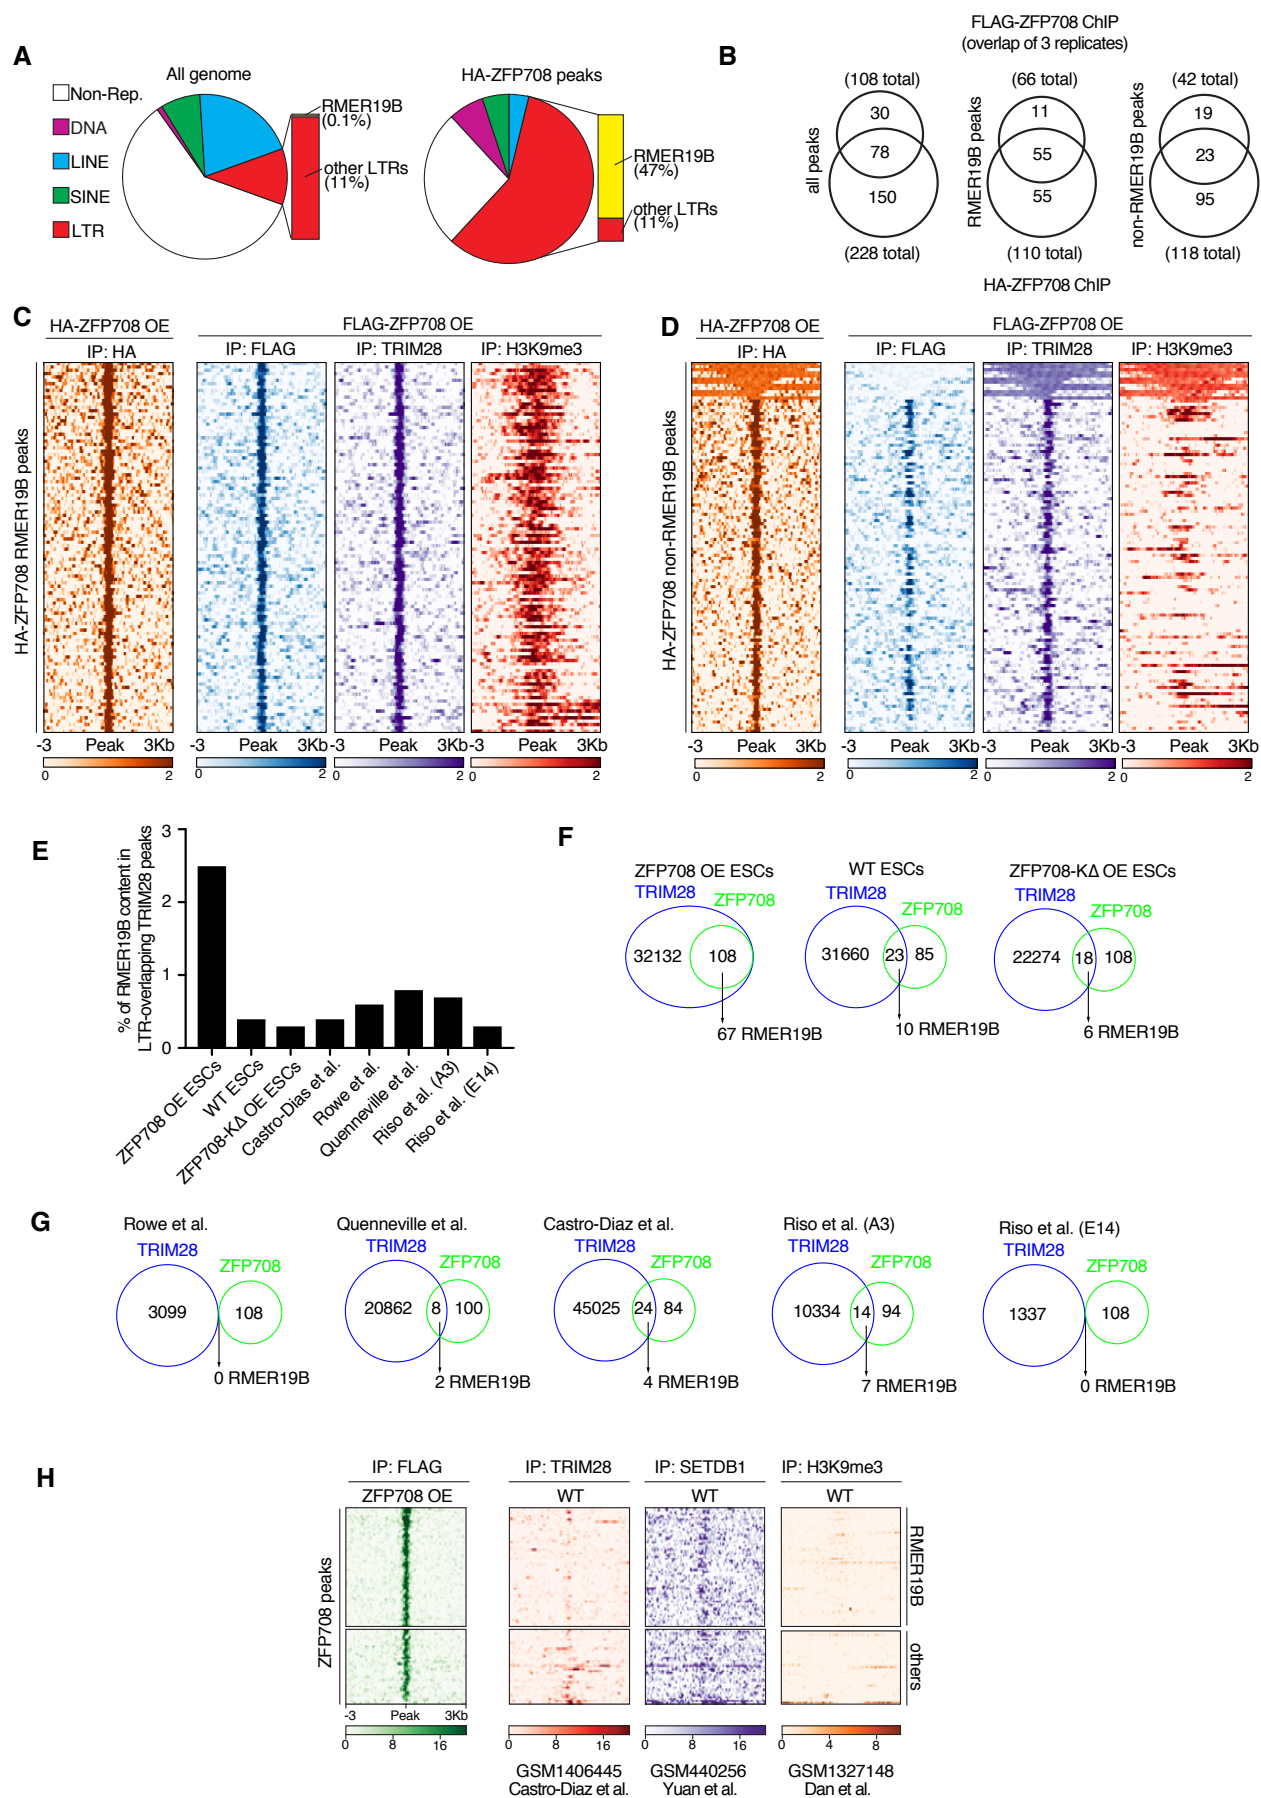

Figure S2. HA-ZFP708 ChIP-seq analysis and peak comparison with public datasets. (A) Distribution of genomic features across whole genome and identified HA-ZFP708 ChIP-seq peaks, respectively. (B) Venn diagrams depicting the overlaps of HA-ZFP708 and FLAG-ZFP708 (common peaks across three independent experiments) ChIP-seq peaks (all peaks and subcategorized into RMER19B-overlapping and non-RMER19B-overlapping peaks, from left to right respectively). (C) Heat map of HA enrichment at RMER19B HA-ZFP708 ChIP-seq peak regions in HA-ZFP708 OE mESCs and corresponding regions in FLAG-ZFP708 OE mESCs for FLAG, TRIM28 and H3K9me3 enrichment. (D) Same analysis as shown in (C) yet non-RMER19B HA-ZFP708 ChIP-seq peak regions are depicted. (E) Percentage of RMER19B retrotransposons found among the TRIM28-bound LTR retrotransposons in our own and published mESC TRIM28 ChIP datasets. (F) Overlap of TRIM28 and FLAG-ZFP708 ChIP-seq peaks in FLAG-ZFP708 OE, wildtype and ZFP708-K Δ OE mESCs. (G) Overlap of TRIM28 and FLAG-ZFP708 ChIP-seq peaks in five publically available datasets. (H) Heat map of FLAG enrichment at FLAG-ZFP708 ChIP-seq peak regions in FLAG-ZFP708 OE mESCs is compared to published TRIM28 (GSM1406445), SETDB1 (GSM440256) and H3K9me3 (GSM1327148) ChIP-seq data from wildtype mESCs. In all heat maps FLAG-ZFP708 peak summits are centered and 3Kb regions up- and downstream are displayed.

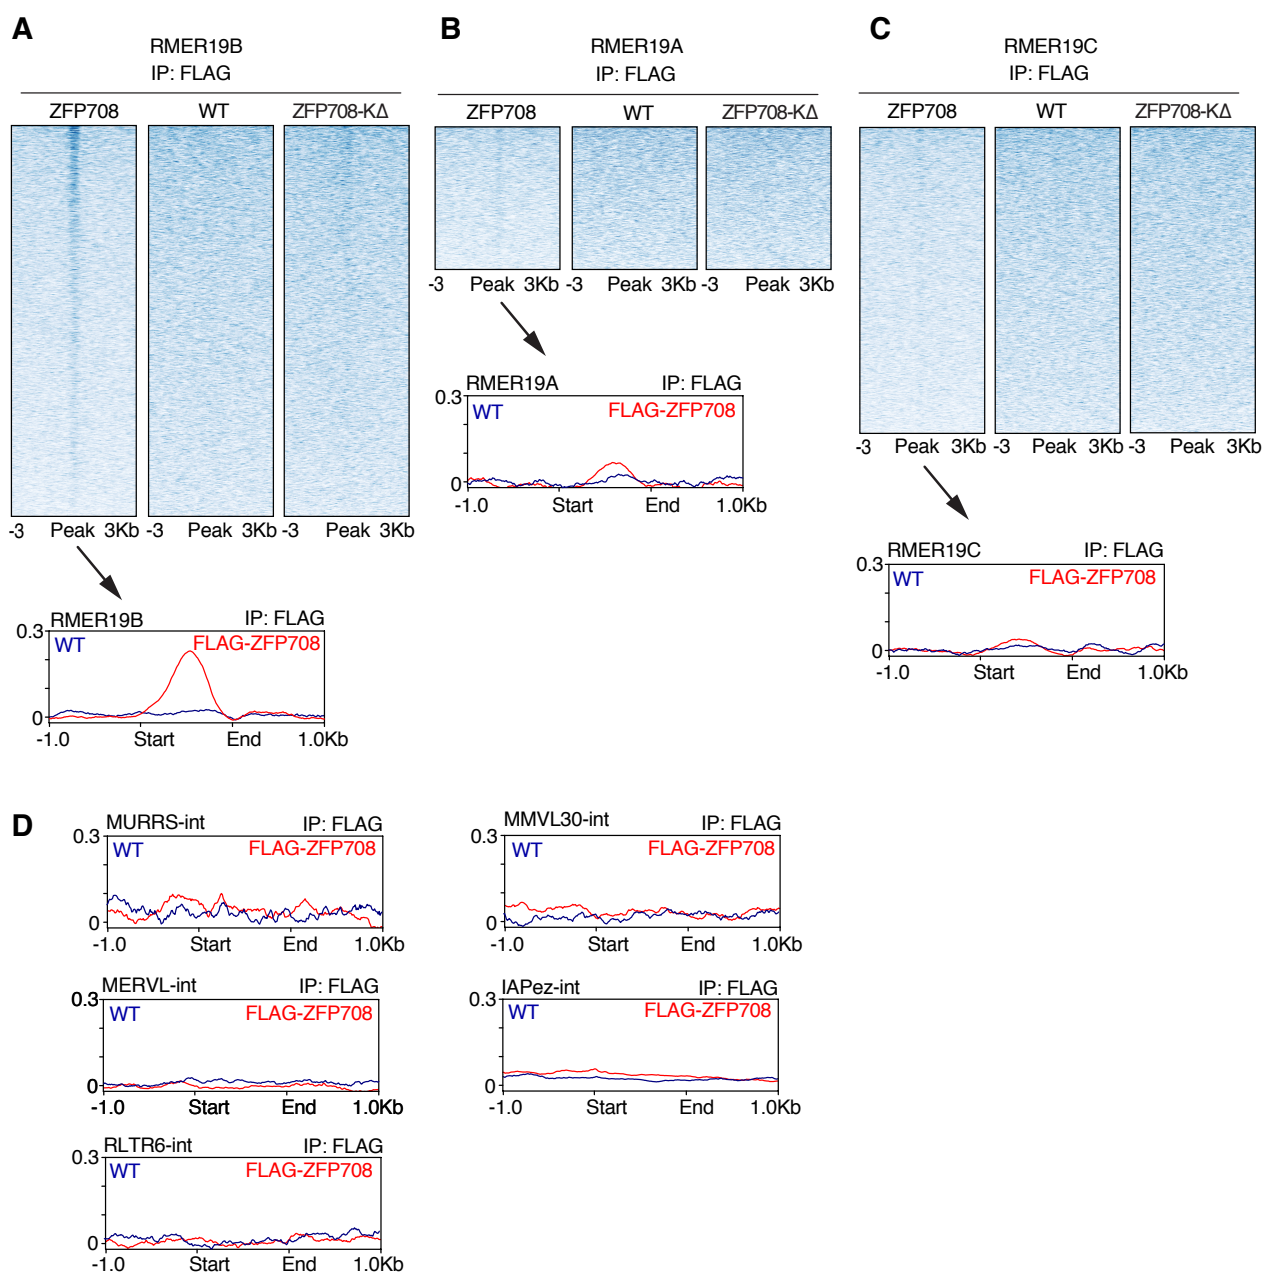

Figure S3. ZFP708 enrichment over related RMER19 family members and other EREs (A-C) Heat maps and density plots showing FLAG enrichment over RMER19B, RMER19A and RMER19C elements, respectively. Heat maps for FLAG-ZFP708 OE (note extensive RMER19B binding beyond the high-confidence triple overlap targets described in main text), wildtype and ZFP708-K Δ OE mESCs are shown. Peak regions were centered and 3Kb regions up- and downstream are displayed. Density plots below heat maps compare FLAG enrichment in FLAG-ZFP708 OE and wildtype ESCs across all elements of the respective RMER19 families. EREs were fitted to 1Kb in length additional 1Kb regions up- and downstream are displayed. (D) Same density plot analysis as described in (A) across other EREs. Only RMER19B elements show FLAG-ZFP708 enrichment.

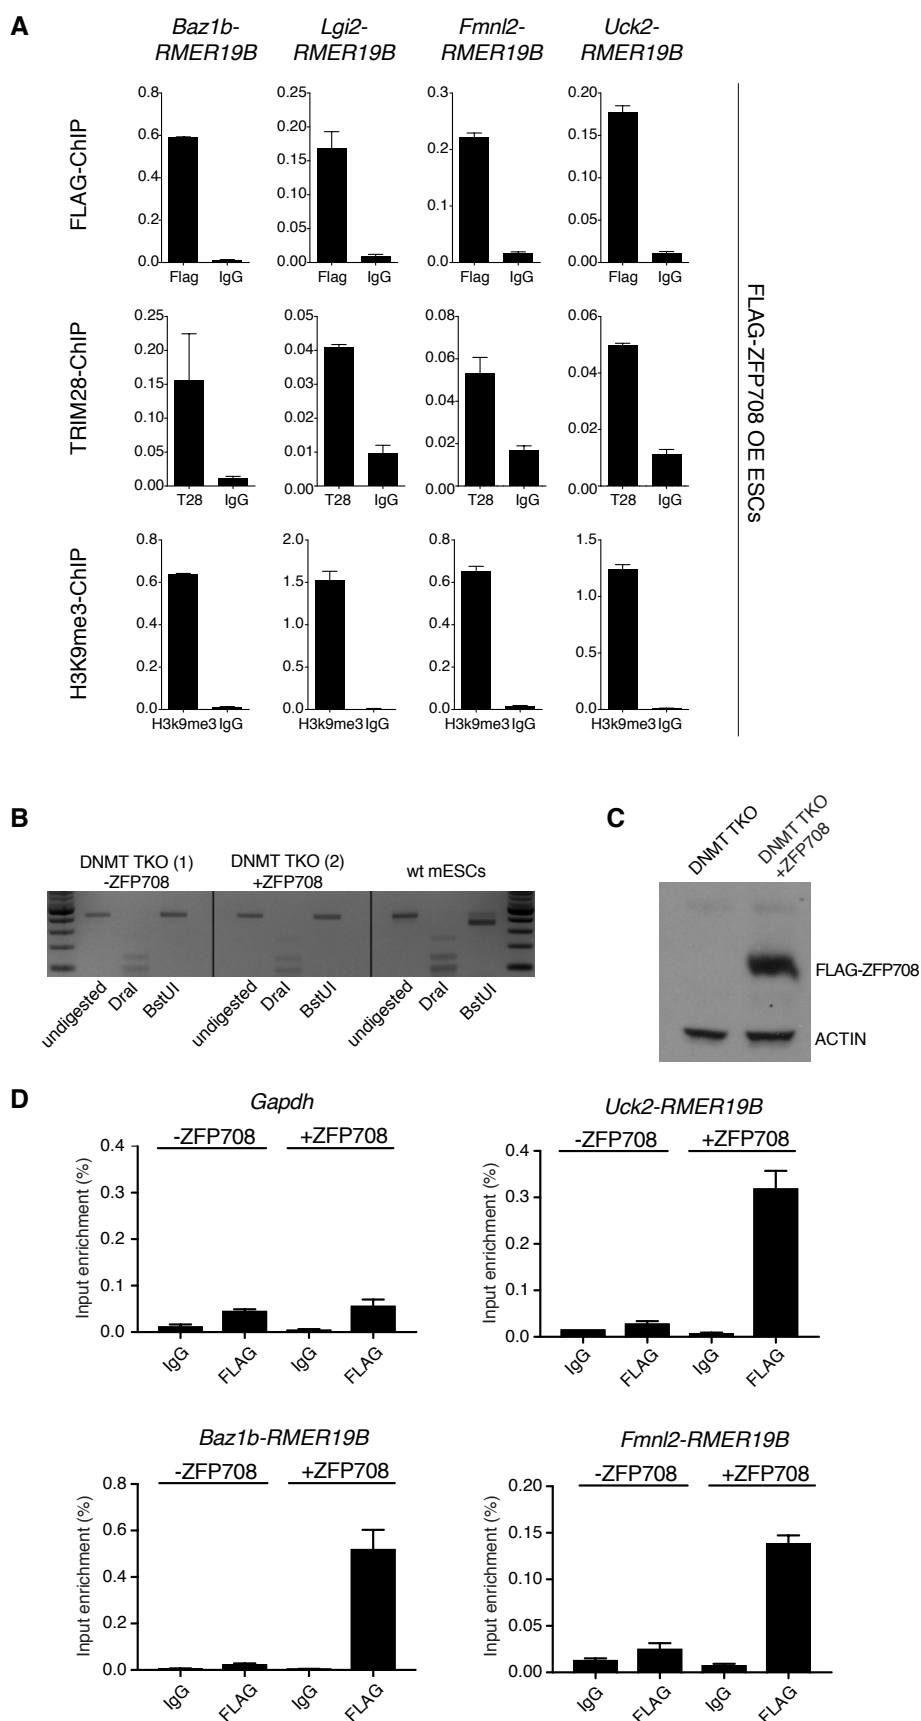

Figure S4. ChIP-seq confirmation by ChIP-qPCR and DNA methylation-independent binding of ZFP708 to DNA.

(A) Four FLAG-ZFP708 peak regions identified by ChIP-seq were selected for independent ChIP-qPCR confirmation. Enrichment at these sites was confirmed for FLAG-, TRIM28-, and H3K9me3 ChIP in FLAG-ZFP708 OE mESCs (n=3 technical replicates; error bars represent standard deviation of the mean; one representative of n=3 independent experiments is shown) (B) DNA methylation analysis for the H19 imprinting control region as a representative locus in two DNMT TKO and a control mESC line. DNA methylation is absent in DNMT TKO cells. (C) Western blot analysis of DNMT TKO mESC line with and without overexpression of FLAG-ZFP708. (D) ChIP-qPCR analysis for three FLAG-ZFP708 binding sites and a negative control (*Gapdh*) in DNMT TKO mESCs with and without stable FLAG-ZFP708 expression. FLAG ChIP shows strong enrichment for target sites in FLAG-ZFP708 OE DNMT TKO mESCs and in absence of DNA methylation. (n=2 technical replicates; error bars represent standard deviation of the mean; one representative of three independent experiments is shown).

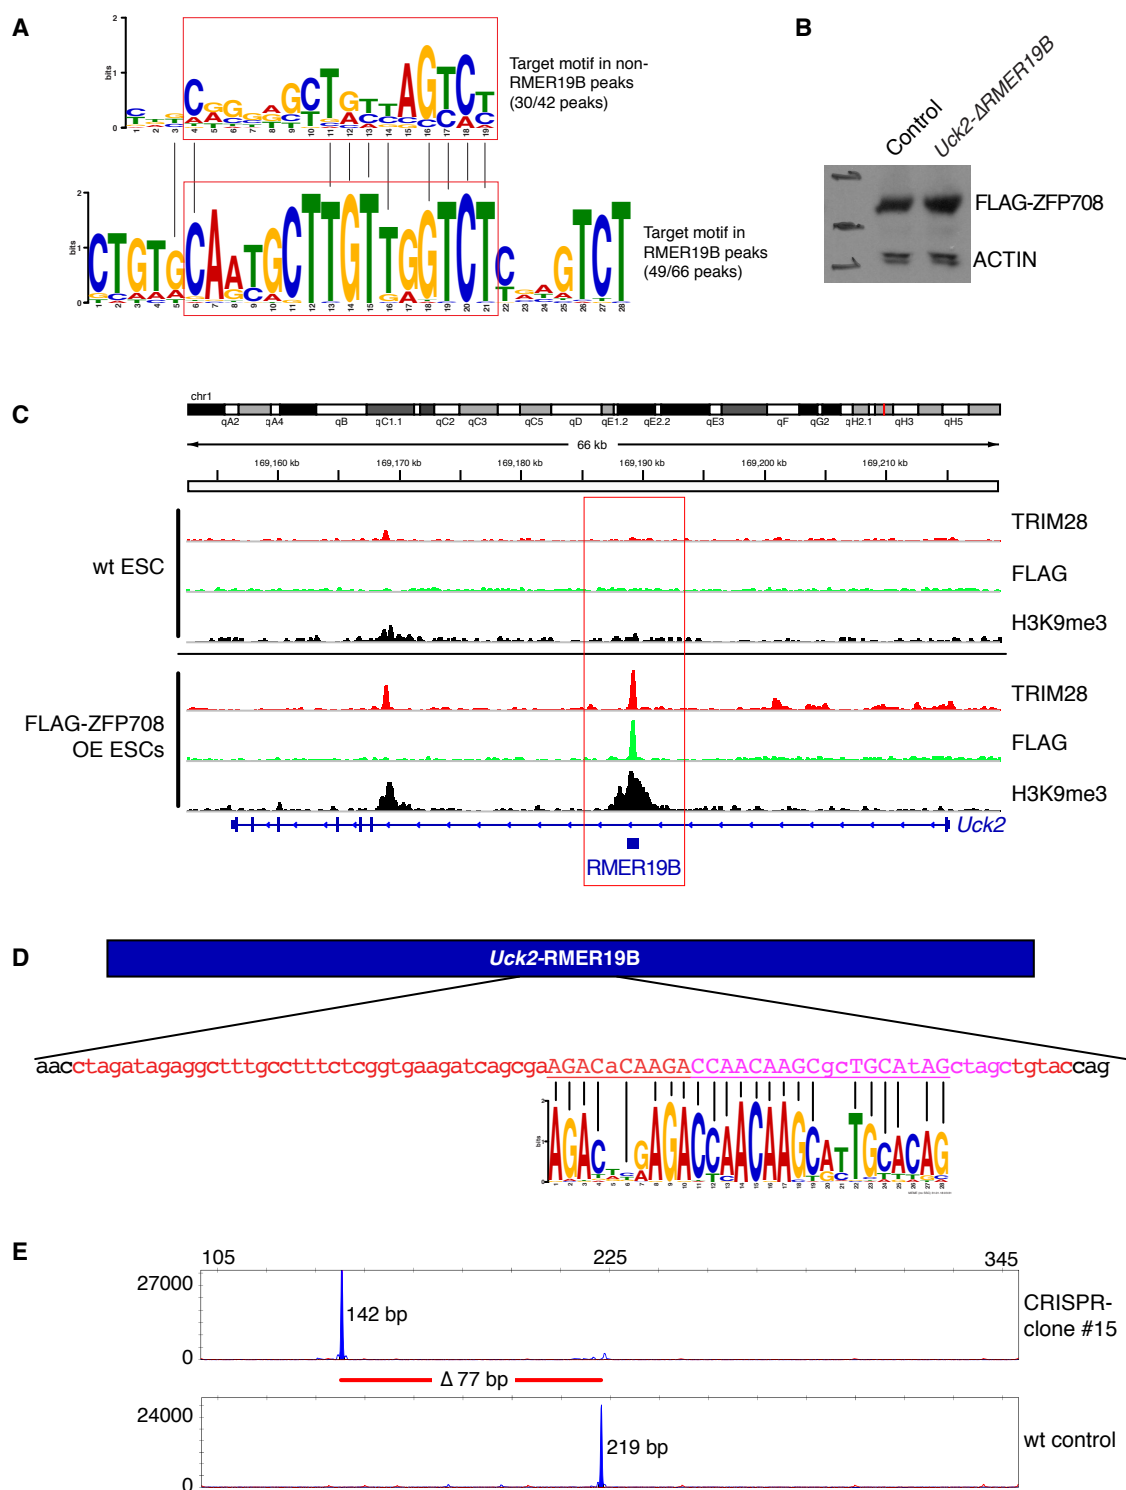

Figure S5. ZFP708 binding site prediction and deletion at the *Uck2*-RMER19B locus.

(A) Full length predicted motifs of ZFP708 binding underlying non-RMER19B (top) and RMER19B (bottom) ChIP-seq peaks. Boxed cores are shown in main Figure 3A.

(B) FLAG-ZFP708 expression verification in both control and *Uck2*- Δ RMER19B ESC lines by western blot. Actin serves as loading control. (C) Genome browser view of

ZFP708, Trim28 and H3K9me3 enrichment in wildtype and FLAG-ZFP708 OE ESCs at the *Uck2* gene locus. The RMER19B integration in the first intron of *Uck2* is

highlighted (red box). (D) Schematic illustration of the *Uck2*-RMER19B with

predicted binding site and comparison with the identified ZFP708-binding motif

(in reverse complement). Nucleotides in capital are highly conserved, nucleotides

in red (77bp) are deleted in the *Uck2*- Δ RMER19B ESC clone, nucleotides in

magenta are complementary to the Crispr guide RNA used for mutagenesis. (E)

Gene-scan analysis of the *Crispr* indel mutation for clone #15. This clone carries a homozygous 77bp base pair deletion.

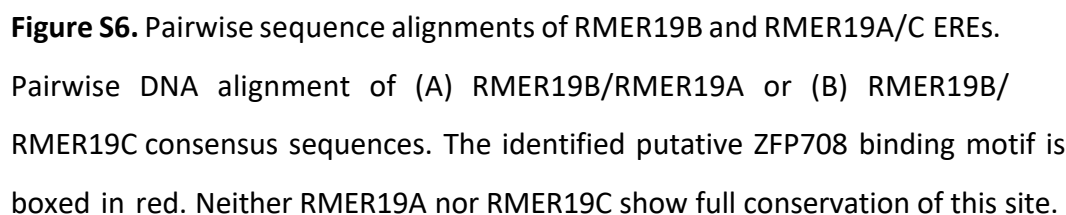

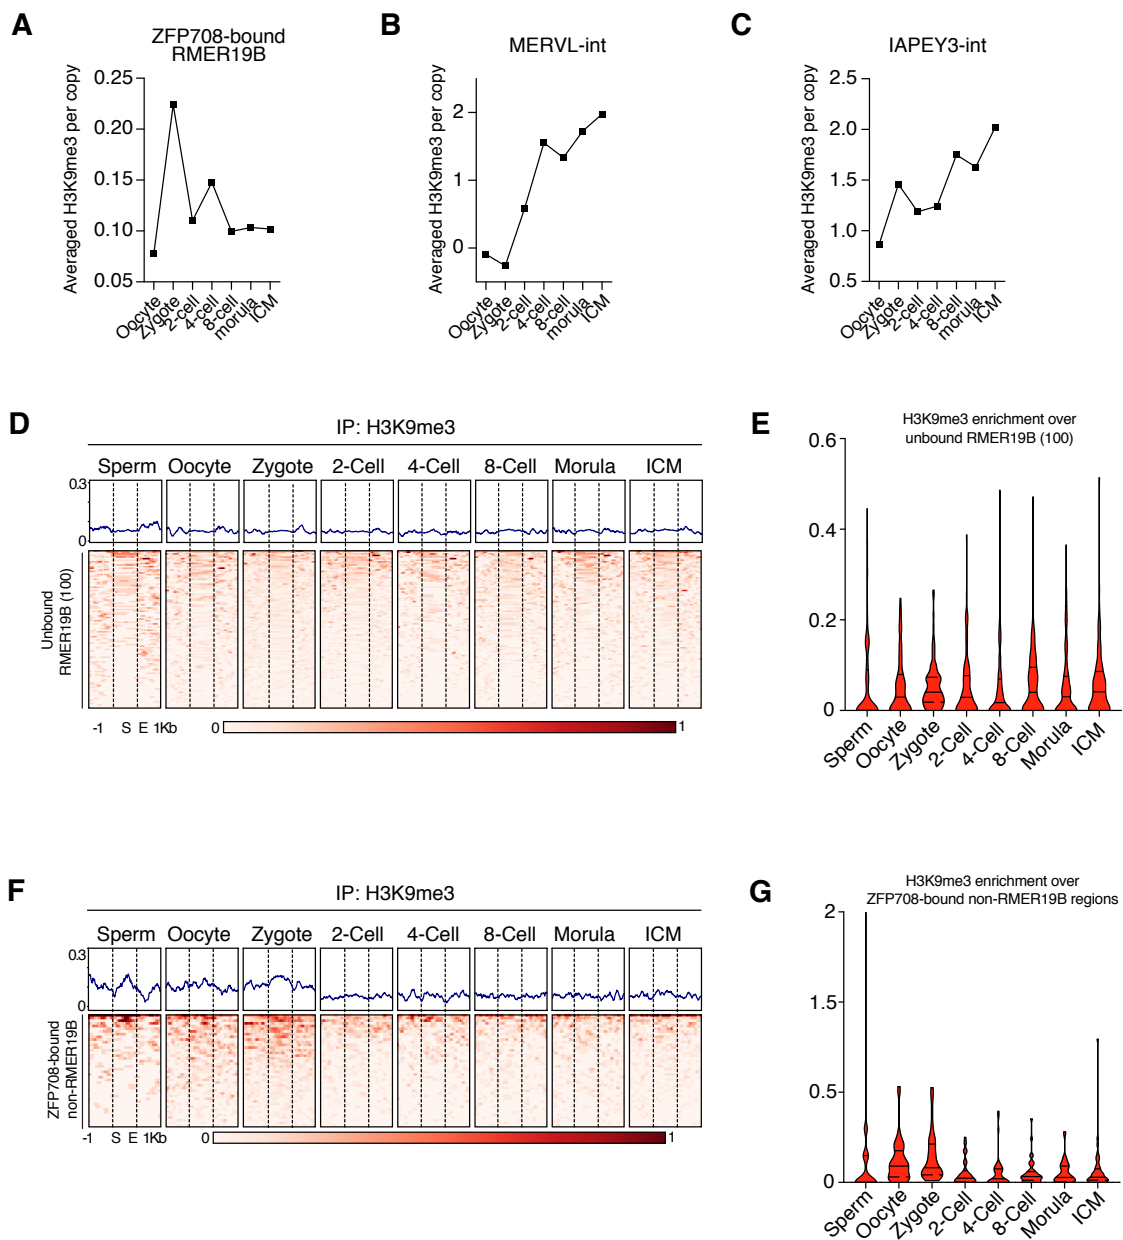

Figure S7. ZFP708 and RMER19B H3K9me3 analysis throughout preimplantation development

(A-C) Averaged H3K9me3 enrichment in oocytes and preimplantation embryos across ZFP708-bound RMER19B elements (A), MERVL-int (B) and IAPEY3-int elements (C). (D) Heat maps depicting H3K9me3 enrichment over 100 ZFP708-unbound RMER19B elements in sperm, oocytes and preimplantation embryos. EREs were fitted to 1Kb in length and additional 1Kb regions up- and downstream are displayed. (E) Violin plots quantifying the H3K9me3 enrichment across the RMER19B elements displayed in (D) omitting the flanking regions. (F) Heat maps depicting H3K9me3 enrichment over ZFP708-bound non-RMER19B peak regions in sperm, oocytes and preimplantation embryos. EREs were fitted to 1Kb in length and additional 1Kb regions up- and downstream are displayed. (G) Violin plots quantifying the H3K9me3 enrichment across the RMER19B elements displayed in (F) omitting the flanking regions.

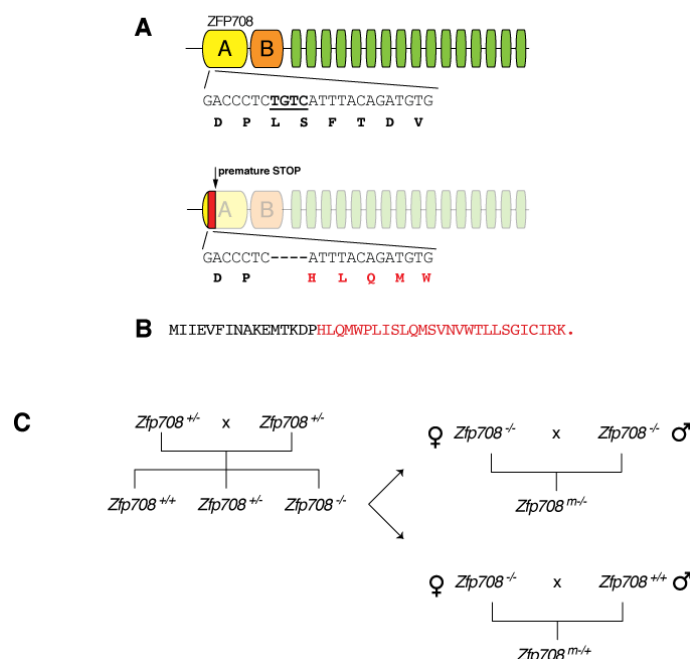

Figure S8. *Crispr*/CAS9 indel mutation of *Zfp708* *in-vivo* and mating scheme.

(A) Schematic illustration of wildtype (top) and predicted mutant (bottom) ZFP708 after *Crispr* mutation. Yellow and orange boxes represent KRAB-A and KRAB-B boxes respectively; green boxes represent predicted C2H2 zinc fingers. *Crispr* mutation caused a four nucleotide deletion (bold and underlined) creating a frame shift mutation (amino acid residues after frame-shift shown in red) followed by a premature translational stop codon. (B) Sequence of the predicted truncated ZFP708 protein produced from the *ZFP708* locus after *Crispr*-mediated deletion of the four nucleotides indicated in (A). (C) Heterozygous intercross of $ZFP708^{+/-}$ mice give rise to viable and fertile $ZFP708^{-/-}$ (zygotic null) animals. Breeding $ZFP708^{-/-}$ (zygotic null) females to $ZFP708^{-/-}$ (zygotic null) males will give rise to $ZFP708^{m/-}$ (maternal/zygotic null) animals. Breeding $ZFP708^{-/-}$ (zygotic null) females to $ZFP708^{+/+}$ (wildtype) males will give rise to $ZFP708^{m/+}$ (maternal null) animals.

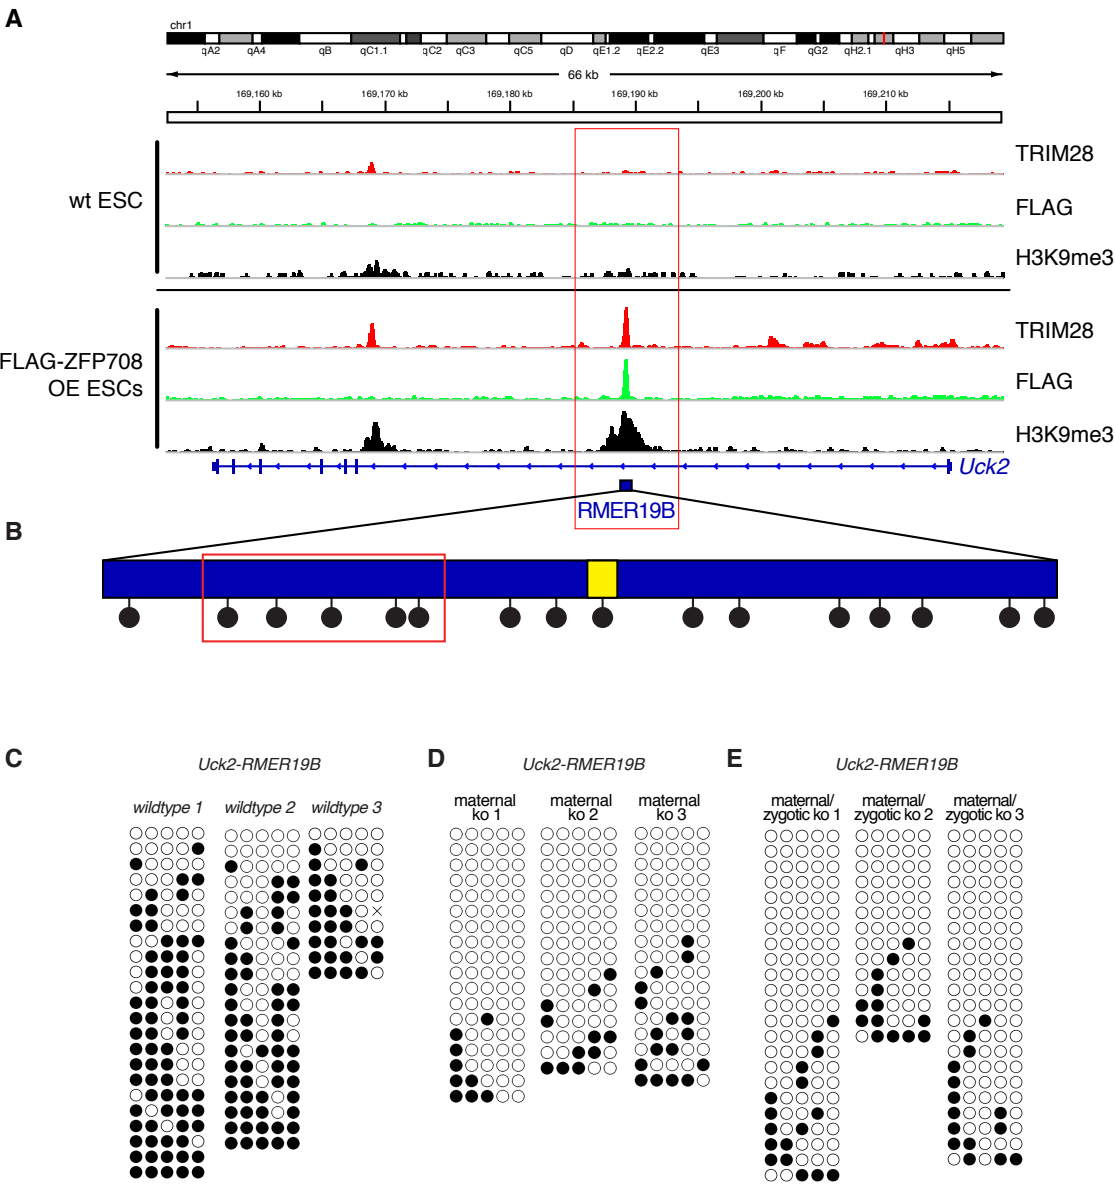

Figure S9. DNA methylation analysis at the *Uck2-RMER19B* locus

(A) Genome browser view of ZFP708, TRIM28 and H3K9me3 enrichment in wildtype and FLAG-ZFP708 OE ESCs at the *Uck2* gene locus. The RMER19B integration in the first intron of *Uck2* is highlighted (red box). (B) Schematic representation of the *Uck2-RMER19B*. The binding site is labelled in yellow, CpG sites are indicated as lollipops, the analyzed CpGs are boxed in red. (C-E) DNA methylation state at the indicated CpGs in three independently derived ESCs lines from wildtype (C), *Zfp708* maternal mutant (D) and *Zfp708* maternal-zygotic mutant (E) blastocysts, respectively.

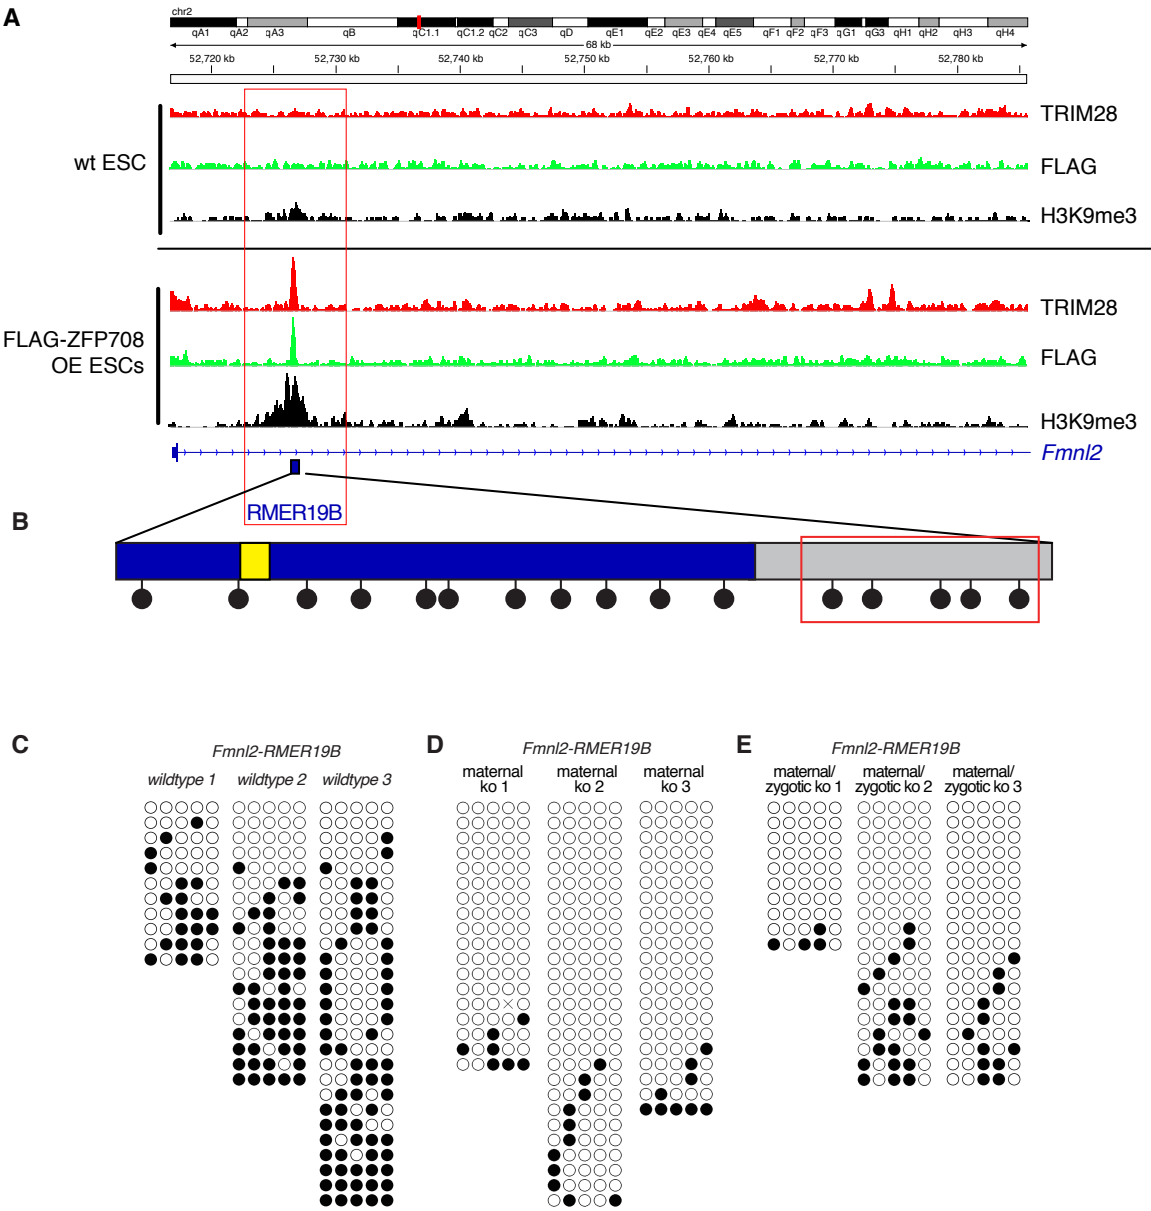

Figure S10. DNA methylation analysis at the *Fmn12-RMER19B* locus (A) Genome browser view of ZFP708, TRIM28 and H3K9me3 enrichment in wildtype and FLAG-ZFP708 OE ESCs at the *Fmn12* gene locus. The RMER19B integration in the first intron of *Fmn12* is highlighted (red box). (B) Schematic representation of the *Fmn12-RMER19B*. The binding site is labelled in yellow, CpG sites are indicated as lollipops, the analyzed CpGs in the RMER19B-adjacent region (grey) are boxed in red. (C-E) DNA methylation state at the indicated CpGs in three independently derived ESCs lines from wildtype (C), *Zfp708* maternal mutant (D) and *Zfp708* maternal-zygotic mutant (E) blastocysts, respectively.

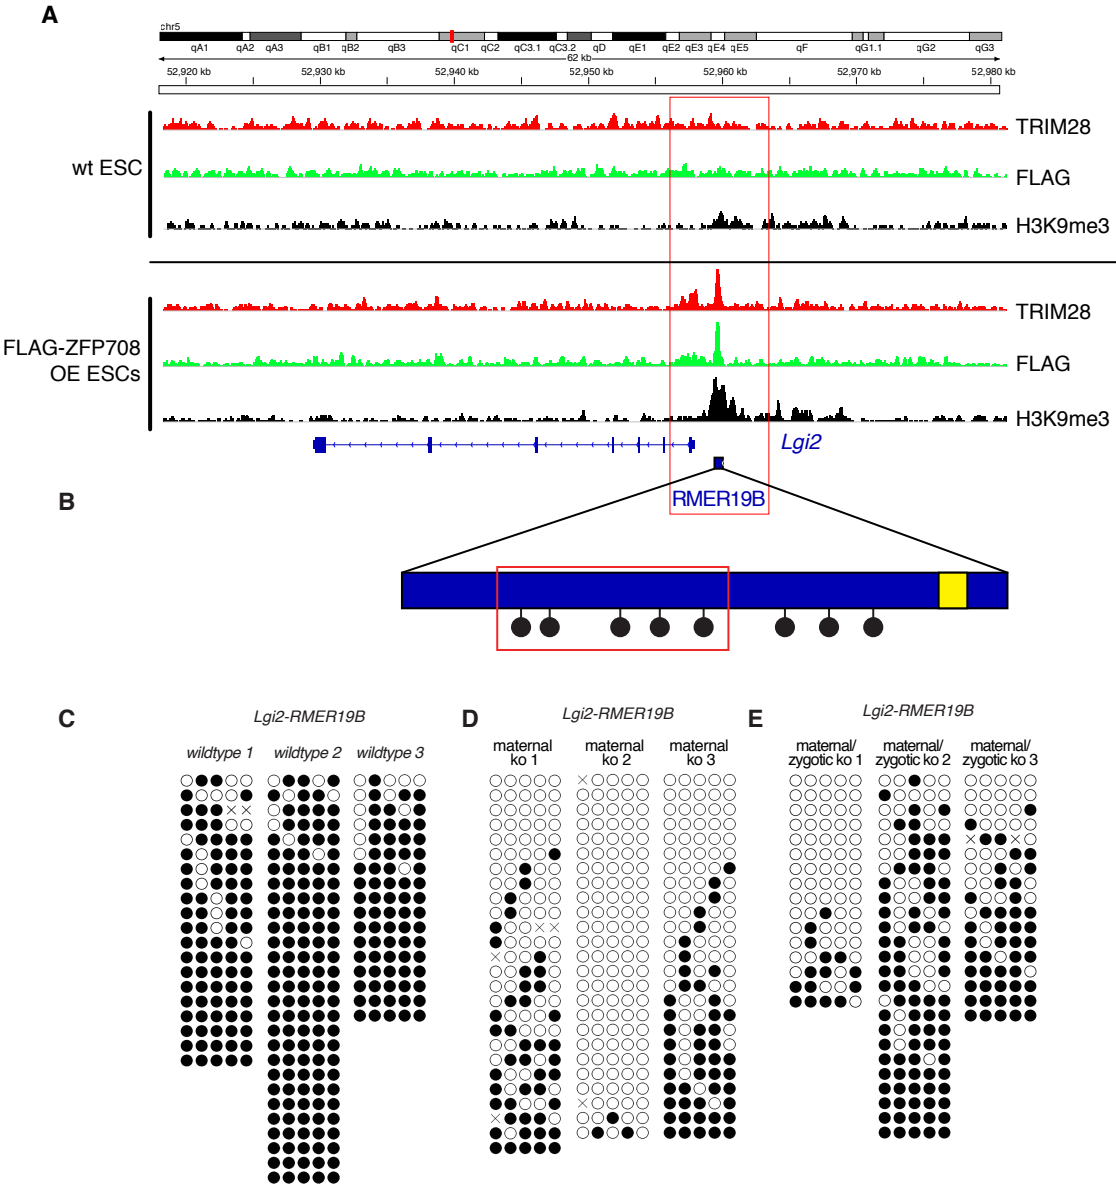

Figure S11. DNA methylation analysis at the *Lgi2-RMER19B* locus

(A) Genome browser view of ZFP708, TRIM28 and H3K9me3 enrichment in wildtype and FLAG-ZFP708 OE ESCs at the *Lgi2* gene locus. The RMER19B integration in the promoter region of *Lgi2* is highlighted (red box). (B) Schematic representation of the *Lgi2-RMER19B*. The binding site is labelled in yellow, CpG sites are indicated as lollipops, the analyzed CpGs are boxed in red. (C-E) DNA methylation state at the indicated CpGs in three independently derived ESCs lines from wildtype (C), *Zfp708* maternal mutant (D) and *Zfp708* maternal-zygotic mutant (E) blastocysts, respectively.

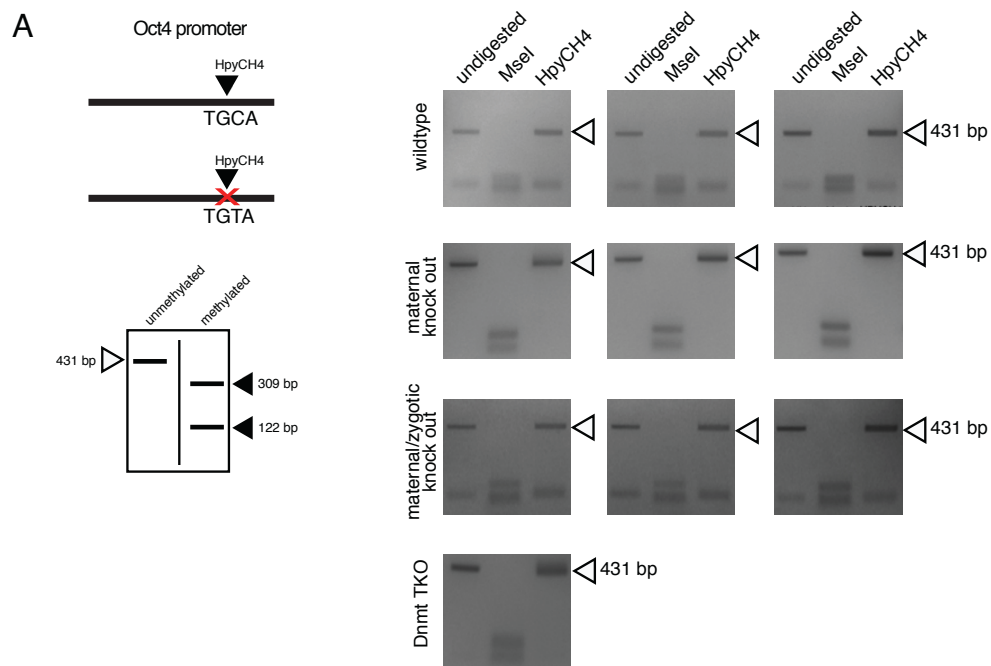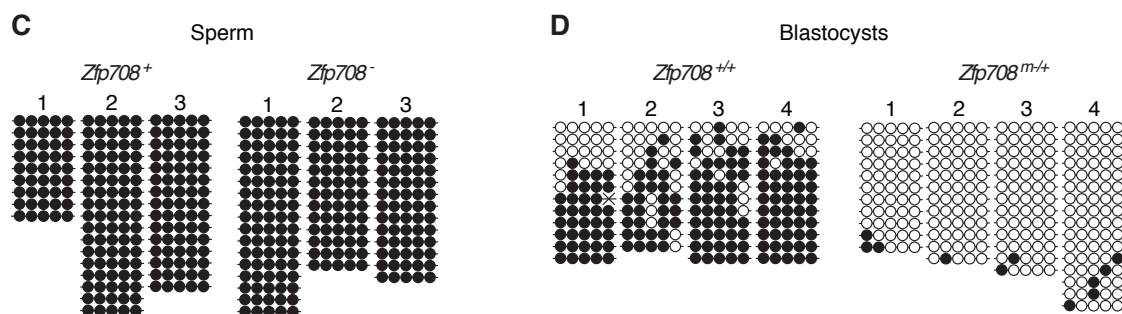

Figure S12. DNA methylation analysis

(A) COBRA analysis of the *Oct4* promoter region in three wildtype, ZFP708 maternal and ZFP708 maternal/zygotic knock out mESCs. If methylated COBRA produces two DNA bands (309 and 122 bp), if unmethylated COBRA produces one DNA band (431 bp). All mESC lines examined show full hypomethylation at the *Oct4* promoter. DNMT TKO mESCs serve as hypomethylation control. (C) DNA methylation analysis of the *Uck2*-RMER19B locus in three independent control and mutant derived sperm samples, respectively. (D) DNA methylation analysis of the *Uck2*-RMER19B locus in four pooled litters of control and maternal knock out ZFP708 E3.5 blastocysts, respectively.

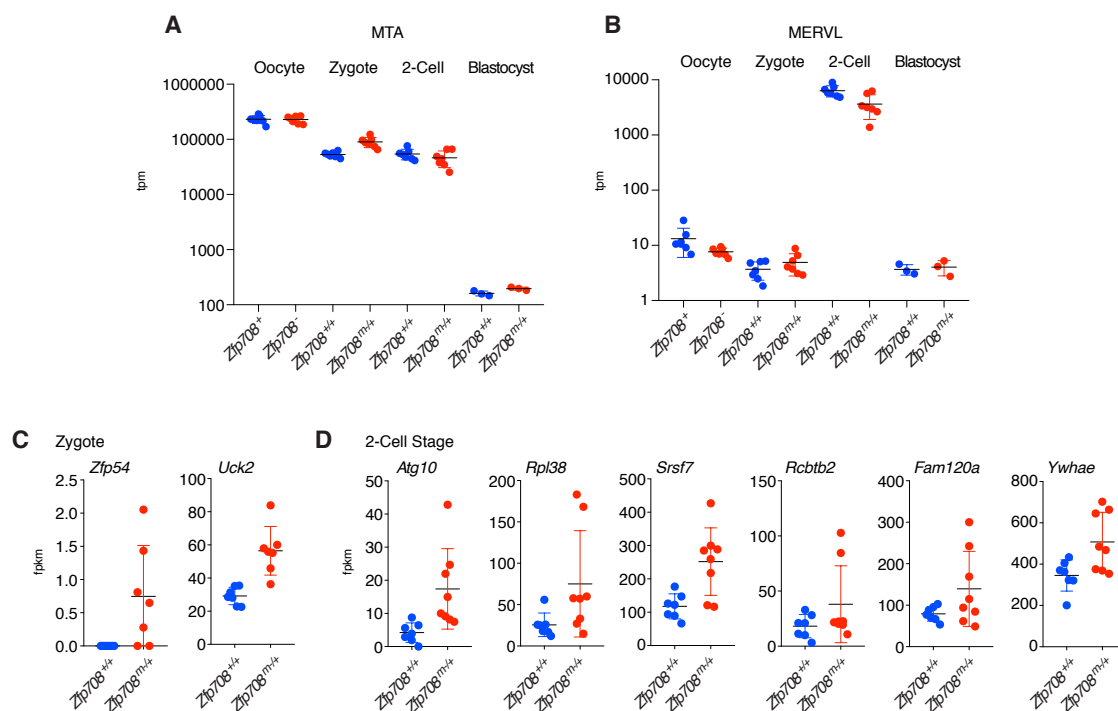

Figure S13. Transcriptional effects

(A-B) RNA-seq expression analysis of MTA (A) and MERVL (B) EREs during preimplantation development in ZFP708 mutant and control embryos. MTA and MERVL elements are analyzed as controls as they show very defined expression domains in preimplantation embryos. (C) Two ZFP708-bound RMER19B adjacent genes (within 50kB of peak) show significant upregulation in zygotes. 

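*Uck2* and *Zfp54* differed widely in level in these zygotes. *Uck2* lay between 22.6 and 35.5 normalized counts in the 7 WT zygotes and between 36.3 and 83.9 in the 7 KO zygotes, with no overlap. *Zfp54*, a KRAB zinc-finger gene on chromosome 17 from 21560191 to 21572604, had 0 reads in all 7 WT zygotes and 18 reads in KO zygotes, spread over 5 of the 7. Its values in KO zygotes 1 to 7 were 0, 0.810, 0.649, 0, 0.278, 2.05 and 1.43 (0.746 ± 0.767, SD, n = 7). It fell below the filter on low values, and without a filter its p was 0.00464 and its adjusted p 0.0543 from limma. No fold is given, as so few reads do not set one.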

(D) Six ZFP708-bound RMER19B adjacent genes (within 50kB of peak) show significant upregulation in 2-cell stage embryos. (tpm, transcripts per million mapped reads; fpkm, fragments per kilobase of transcript per million mapped reads)

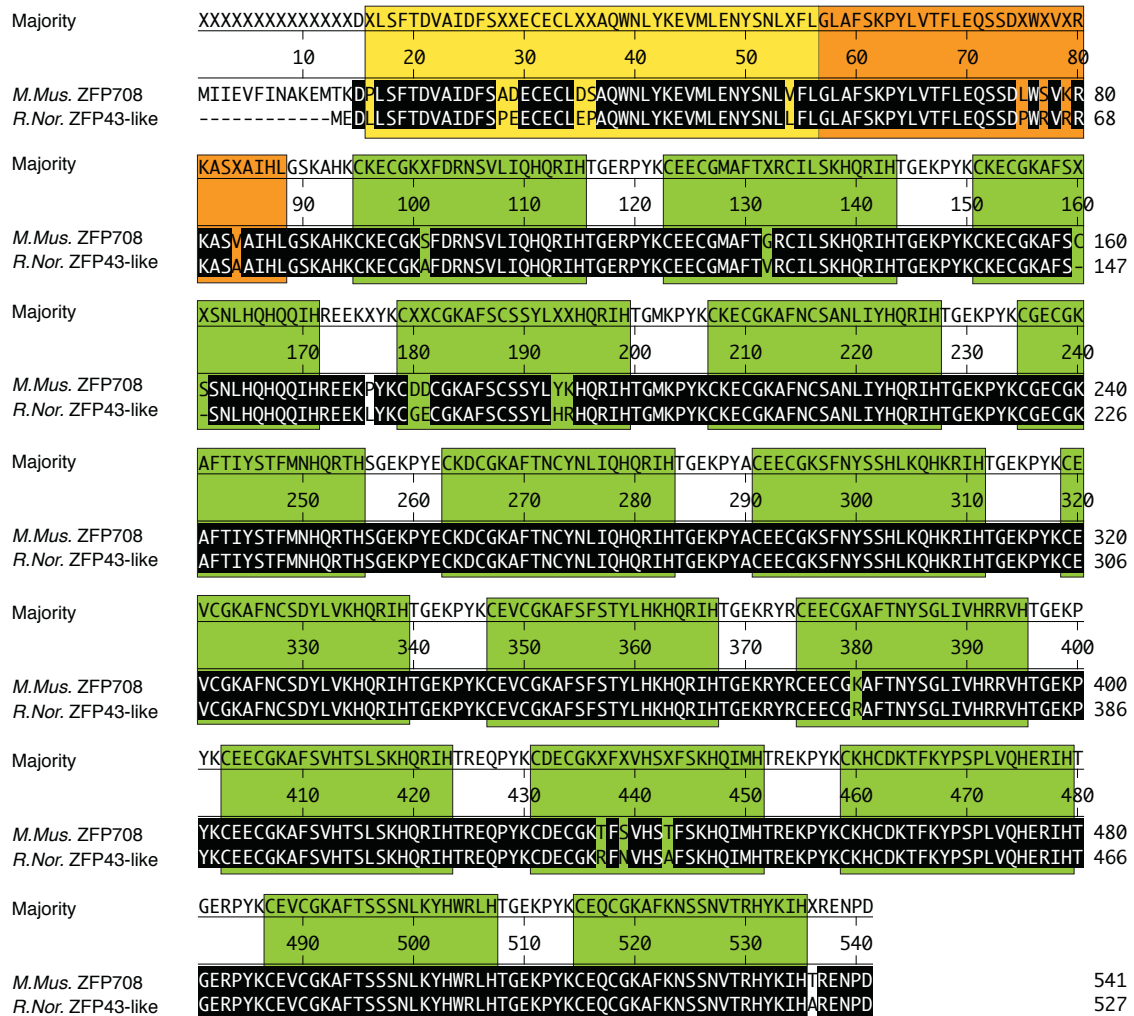

Figure S14. Mouse Rat conservation amino acid sequence alignment. Alignment of *M. musculus* ZFP708 and closest *R. norvegicus* orthologue (ZFP43-like) protein sequence. The typical N-terminal KRAB-domain consisting of a KRAB-A and a KRAB-B box are labelled in yellow and orange, respectively. The 16 classical C2H2-Zinc fingers are labelled in green. Matching amino acid residues are boxed in black.

[Click here to Download Tables S1 - S15](#)

How the deposited data were processed for this re-analysis (not part of the article)

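The samples were single GV oocytes, zygotes and 2-cell embryos, pools of blastocysts, and mESCs, in 61 libraries of 12 conditions. The signal values were made by the authors before deposition: reads aligned to mm9 and counted per Ensembl gene were divided by DESeq2 size factors taken over all libraries, and the deposited table holds these normalized counts. Its 18504 gene rows name 18396 Ensembl genes, and 108 repeats of a gene were dropped. In 26 rows the symbol had been turned into a date, and the Ensembl identifier gave the symbol back. Each library's values were whole multiples of a single step, so the reads could be recovered: in every library 100% of the values above 0 were whole reads within a tolerance of 0.01. The recovered size factors differed from recomputed ones by an SD of 0.402%. Libraries were assigned to conditions by their labels, and 0 sample columns were left unused. The titles of KO 2-cell libraries 7 and 8 carry the same library number and the same replicate number, and both were kept, as separate columns with different values and short names ending in 7 and 8.

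Each of 6 comparisons used its own libraries only: KO against WT in GV oocytes, zygotes, 2-cell embryos, blastocysts and mESCs, and OE against control E14 cells. log2(value + 1) was fitted in limma with trended and robust empirical Bayes, two-sided, over genes with a value of at least 1 in as many libraries as the smaller group, with the Benjamini-Hochberg adjustment and a threshold of 0.05. Count models on the recovered reads called 438 genes with edgeR and 992 with DESeq2 in GV oocytes, 1576 and 1920 in zygotes, 262 and 917 in 2-cell embryos, 1 and 3 in blastocysts, 1611 and 2439 in KO mESCs, and 6199 and 5217 in OE cells. The difference of the KO effect between stages was fitted in limma as an interaction, with a shared spread per gene for both stages. Spread between libraries was tested by permutation over libraries, and exact permutation tests compared *Zfp708* between consecutive WT stages.

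The 13 gene lists were fixed before the data were examined: TRIM28 and heterochromatin machinery, Rsl cluster KRAB zinc-finger genes, imprinted genes, maternal oocyte transcripts, 2-cell zygotic activation genes, cumulus and granulosa markers, pluripotency genes, primed and early lineage genes, primitive endoderm genes, trophectoderm genes, methylation-sensitive germline genes, feeder fibroblast markers, and p53 and stress response genes. They were tested with limma's camera at a preset correlation of 0.01 and again with an estimated correlation, adjusted over 46 pairs of list and comparison. The Rsl cluster list does not hold *Zfp708*, and it holds *Zfp808*, which lies elsewhere on chromosome 13. Genes were named by a rule: every gene the paper names in its RNA-seq panels or as a neighbour of a bound element; in each comparison up to 10 higher and up to 10 lower with the smallest p among those past the threshold with an absolute log2 fold change of at least 1, without predicted genes, pseudogenes and histone genes; up to 4 members of each list past the threshold; and sex-linked genes. The paper's supplementary tables of genes were not used here, and *Itprip* was not analysed. A result for an item withheld for evaluation is not reported here.

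The tools were tested on simulated data with 200 changed genes per comparison. limma recovered 86% of 2-fold changes in GV oocytes, 79% in zygotes, 6% in 2-cell embryos, 66% in blastocysts, 91% in KO mESCs and 100% in OE cells, and 59% of 4-fold changes in 2-cell embryos. False calls made up 5.58%, 2.21%, 4.41%, 6.9%, 7.28% and 10.7% of its calls in the same order. Alternatives were a pseudocount of 0.1 or 5, no filter or a filter at 10, size factors within the comparison, quantile normalization, no trend or robust option, sample weights, a single fit of all groups, the replicate number as a block, edgeR, DESeq2, other thresholds and leaving out each library. Analyses used R 4.3.3, limma 3.58.1, edgeR 4.0.16 and DESeq2 1.42.0, and Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.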

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

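The tests of granulosa RNA, of zygotes less far along and of averaged or pooled mESC libraries were chosen only after the results were seen.

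Of 13 markers of cumulus and granulosa cells, 4 were higher in KO 2-cell embryos in limma (camera adjusted p = 4.62e-08, adjusted p = 0.276 with an estimated correlation). *Hsd3b1*, which is not on that list, had a log2 fold change of 8.62. The paper does not discuss these genes. RNA of such cells in these libraries was tested by whether the 55 called genes with a WT mean under 1 rise and fall together across the 8 KO libraries: their median pairwise Spearman correlation was 0.881, against at most 0.119 in 100 matched sets of genes. The matched genes were not called and were matched on KO level only, so part of this contrast was set in advance. The 55 genes also made up 0.133% to 0.246% of the values in blastocyst pools, against 0.0227% to 3.65% in KO 2-cell libraries. This share is a sum that a few of the genes can give, so it shows only that some are not genes of granulosa cells alone. The values of the 20 cumulus and granulosa markers summed to 145.4 to 186.4 in blastocyst pools. They summed to 186.9 to 310.7 in WT and 260.7 to 12230 in KO 2-cell libraries. Library depth is argued against, since 89 genes also passed with every library thinned to the lowest read total. The correlation may come from RNA of other cells in varying amounts, and these libraries cannot separate this from an effect of the KO on these genes, which was not tested.

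In zygotes the KO differed most in *Mos* (log2 fold change -3.87), also outside the genes the paper discusses. A KO zygote further along toward the 2-cell stage could give such changes: the fold changes correlated with the WT change from zygote to 2-cell embryo at 0.185, on WT zygotes not shared by the 2 sides, which cannot tell. Zygotes less far along stay open too: the correlation was -0.0502 with the WT change from GV oocyte to 2-cell embryo, which sums 2 steps that went opposite ways, and -0.408 with the step from GV oocyte to zygote, on WT zygotes not shared. Using separate WT zygotes removes only the noise of single libraries. An offset common to all WT zygotes stays on both sides. By itself it would give a positive correlation like 0.185 and a negative one like -0.408, so neither value can decide. Depth and the authors' size factors are argued against, with 1560 genes past the threshold after thinning and 1645 with size factors recomputed within zygotes. An effect of the KO itself was not tested and stays open.

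In OE cells the count of genes may be enlarged by libraries that vary only as technical repeats do. With the 3 control libraries averaged, OE libraries 1 and 2 averaged and the spread taken from all mESC groups, 546 genes passed in place of 6121, and with that spread and every library on its own 4217 did. Averaging lowers the number of samples whatever the libraries are, so this cannot tell technical repeats from separate cultures, which stays open. Depth is argued against, with 6024 genes after thinning. An effect of the overexpression itself was not tested apart from these, nor from transfection, selection and sorting, and stays open.

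Other splits of the same libraries into 2 groups gave at most 1 gene in GV oocytes, 217 in zygotes and 2 in 2-cell embryos, against 429, 1628 and 89 for the real split. In each, 1 of 100 splits, the real one, called as many, so an arbitrary division of these libraries rarely does. The splits treat single oocytes and embryos as independent. The paper does not say how many mothers or litters gave them, so a difference between litters or collections cannot be told apart from the KO. In blastocysts 2 of 10 splits called as many as the real split, which gave 1 gene against a highest other of 964. In KO mESCs and OE cells 1 of 10 did (1658 against a highest other of 16, and 6121 against 0), and with 3 libraries a group the splits are too few.

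Of 44 groups of values tested for a library far from the others, 5 stood out, where chance flags about 1 in 20. The 20 highest genes held 24.0% of the reads in KO 2-cell library 6. The median absolute deviation was 1.05 in KO 2-cell library 7 and 0.470 in WT 2-cell library 7. *Rpl38* was at 54.97 in WT 2-cell library 7. *Zfp708* was at 469.1 in KO 2-cell library 6.

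The KO effect differed between GV oocytes and zygotes for 872 genes, between zygotes and 2-cell embryos for 122 and between GV oocytes and 2-cell embryos for 58, in limma. These fits took a shared spread per gene for both stages, although 2-cell embryos varied more. The difference was 0.68 for *Zbtb44* and -4.17 for *Mos* (zygote minus GV oocyte), and 1.36 for *Srsf7* and 3.52 for *Mos* (2-cell minus zygote). Among genes the paper does not discuss, *Wdfy1* had a log2 fold change of 1.46 in blastocysts and *Prl8a2* of -2.59 in GV oocytes.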

How the results depend on the processing

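No named gene past the threshold turned its direction under any setting. Beyond the explanations weighed above, the cause of a change was not tested. In OE cells quantile normalization turned the split between genes higher and lower, and the spread of zygotes over GV oocytes, 1.25 times, was 0.889 times among wild-type libraries only, with neither past the threshold. The count of 429 genes in GV oocytes became 194 with no filter, 160 with no trend or robust option, 63 with all groups fitted together, 992 with DESeq2, 1087 at an adjusted p under 0.1 and 62 at 2-fold, and 152 to 781 with 1 library left out. In zygotes 1628 became 963 with all groups fitted together and 447 at 2-fold. In 2-cell embryos 89 became 9 with a pseudocount of 5, 54 with no filter, 12 with a filter at 10, 398 with sample weights, 3626 with all groups fitted together, 262 with edgeR, 917 with DESeq2 and 209 at an adjusted p under 0.1, and 28 to 202 with 1 library left out. In blastocysts 1 became 0 with no filter, with no trend or robust option and with all groups fitted together, 4 with sample weights and 3 with DESeq2, and 0 to 1 with 1 library left out. In KO mESCs 1658 became 5696 with sample weights, 108 with all groups fitted together, 2740 at an adjusted p under 0.1 and 304 at 2-fold, and 237 to 4052 with 1 library left out. In OE cells 6121 became 210 with all groups fitted together, 555 at 2-fold and 546 with near-identical libraries averaged and the spread taken from all mESC groups (4217 with that spread alone), settings chosen after seeing the data. The spread of 2-cell embryos over GV oocytes was 1.462 times among wild-type libraries only and no longer past the threshold. Of the named genes past the threshold, 16 of 24 in GV oocytes, 7 of 32 in zygotes, 7 of 14 in 2-cell embryos, 1 of 1 in blastocysts, 55 of 59 in KO mESCs and 51 of 68 in OE cells lost their call under some setting. The fit of all groups together gives mESCs a spread taken in part from single embryos. It gives 2-cell embryos a spread taken in part from less variable samples. Its lower counts in mESCs and higher counts in 2-cell embryos may follow from this.

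With the replicate number as a replicate block, 209 genes passed in GV oocytes, 167 in 2-cell embryos, 0 in blastocysts and 804 in KO mESCs. Libraries correlated best with their own number in 0 of 7, 1 of 7, 1 of 7, 1 of 3, 1 of 3 and 2 of 3 cases over the 6 comparisons, so the numbers do not pair the libraries.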

Differences from the paper's values

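In zygotes the paper states 2 genes as higher in Fig. S13C, where 1, *Uck2*, was past the threshold here. The 28 alternatives set before the data were examined gave 0 to 1, so none reached the paper's count, but *Zfp54*, the other gene, is below the filter in all of them except the one without a filter, where its adjusted p was 0.0543 from limma, so that only that one could have reached 2. The paper counts these 2 among 5 regulated peak-adjacent genes of zygotes, of which the other 3 are not named in the text used here.

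In 2-cell embryos the paper states 6 genes as higher in the legend of Fig. S13D, where 0 were past the threshold here. Of 29 alternatives, which gave 0 to 5, only the fit of all groups together, with 5, comes within 1.5 times of the paper's count, and no other does. That fit gives 2-cell embryos a spread taken in part from less variable samples. The means of all 6 genes were higher in KO embryos, as the figure shows them. The paper states a threshold for the t-tests of Fig. 6C and Fig. 6E, and none for Fig. 6D, Fig. S13C or Fig. S13D.

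Of the genes the paper shows as changed in KO mESCs in Fig. 6D, *Arid2*, *Shc2*, *Id4* and *Cnpy1* were not past the threshold here, with the direction shown. DESeq2 and sample weights called all 4, edgeR and size factors within the comparison called *Arid2*, an adjusted p under 0.1 called *Arid2*, *Shc2* and *Id4*, and leaving out WT library 2 called *Arid2*, *Shc2* and *Cnpy1*. The paper describes no significant change of adjacent genes in GV oocytes, and its full set of such genes was not tested here. Among those it names limma called none, while edgeR (adjusted p = 0.0486 for *Smpd4* and 0.0492 for *Fam102a*) and DESeq2 (0.0117 and 0.0147) called *Smpd4* and *Fam102a*, and DESeq2 also *Fmnl2* (0.0193).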

Other observations

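*Zfp708* RNA in WT samples was highest in zygotes. From GV oocytes to zygotes the mean was 1.5 times higher (exact permutation test, p = 0.0455), it was then 6.02 times lower in 2-cell embryos (p = 0.000583, adjusted p = 0.00175) and another 4.41 times lower in blastocysts (p = 0.00833). Divided by *Actb*, the values were 1.63 times higher, then 10.6 times lower and then 73.5 times lower.

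*Wdfy1* had log2 fold changes in KO of 0.97 in GV oocytes (adjusted p = 0.0113 from limma), 0.12 in zygotes (0.796), 2.01 in 2-cell embryos (0.0778) and 0.69 in mESCs (0.483). Its level in the 3 WT mESC libraries was 54.5, 33.4 and 9.01.

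Across 11485 genes, the log2 fold changes of KO mESCs and of OE cells, which share no library, had a Pearson correlation of 0.242. Of 873 genes called in both, 675 changed in the same direction and 198 in opposite directions. Higher in both were 349, where 196 would be expected if the calls were independent, and lower in both 326, where 176.5 would be. This was not tested, since genes are not replicates.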
